# Ironomycin induces mantle cell lymphoma cell death by targeting iron metabolism addiction

**DOI:** 10.7150/thno.101821

**Published:** 2025-02-03

**Authors:** Sara Ovejero, Laura Alibert, Julie Devin, Tatiana Cañeque, Valentin Jacquier, Andrea Romero, Salome Amar, Matthieu Abouladze, Elvira Garcia de Paco, Ouissem Karmous Gadacha, Guilhem Requirand, Nicolas Robert, Miss Leriem Zellagui, Hugues de Boussac, Guillaume Cartron, Johanna Chiche, Jean-Ehrland Ricci, Charles Herbaux, Raphael Rodriguez, Jerome Moreaux, Caroline Bret

**Keywords:** iron metabolism, mantle cell lymphoma, ironomycin, drug combination, B-cell receptor signaling

## Abstract

**Rationale:** Mantle-cell lymphoma (MCL) remains an aggressive and incurable cancer. Accumulating evidence reveals that abnormal iron metabolism plays an important role in tumorigenesis and in cancer progression of many tumors. Based on these data, we searched to identify alterations of iron homeostasis in MCL that could be exploited to develop novel therapeutic strategies.

**Methods:** Analysis of the iron metabolism gene expression profile of a cohort of patients with MCL enables the identification of patients with a poor outcome who might benefit from an iron homeostasis-targeted therapy. We analyzed the therapeutic interest of ironomycin, known to sequester iron in the lysosome and to induce ferroptosis.

**Results:** In a panel of MCL cell lines, ironomycin inhibited MCL cell growth at nanomolar concentrations compared with conventional iron chelators. Ironomycin treatment resulted in ferroptosis induction and decreased cell proliferation rate, with a reduced percentage of cells in S-phase together with Ki67 and Cyclin D1 downregulation. Ironomycin treatment induced DNA damage response, accumulation of DNA double-strand breaks, and activated the Unfolded Protein Response (UPR). We validated the therapeutic interest of ironomycin in primary MCL cells of patients. Ironomycin demonstrated a significant higher toxicity in MCL cells compared to normal cells from the microenvironment. We tested the therapeutic interest of combining ironomycin with conventional treatments used in MCL. We identified a synergistic effect when ironomycin is combined with Ibrutinib, Bruton's tyrosine kinase (BTK) inhibitor, associated with a strong inhibition of B-Cell receptor (BCR) signaling.

**Conclusion:** Altogether, these data underline that MCL patients my benefit from targeting iron homeostasis using ironomycin alone or in combination with conventional MCL treatments.

## Introduction

Mantle cell lymphoma (MCL) is a rare subtype of non-Hodgkin's lymphoma (NHL), that accounts for 5-7% of all NHL cases. MCL is derived from mostly antigen-naïve cells that proliferate in the mantle zone around germinal centers. One of the main genetic characteristics of MCL is chromosome translocation t(11;14) that causes Cyclin D1 overexpression, conferring a proliferative phenotype to tumor cells 1. In addition, aberrations of *TP53* in aggressive MCL have a negative impact on survival 2.

The median age of MCL patients is 60-70 years 1. Despite recent advances, it remains incurable and patients with high-risk disease have particularly poor outcomes. Depending on the age and fitness of the patient, treatments include conventional chemotherapy and stem cell transplantation (SCT), BTK inhibitors, or bispecific antibodies against CD19 and CD20, among others. However, drug resistance and disease progression are major challenges in the treatment of MCL 2.

Ibrutinib inhibits BTK, thereby blocking BCR signaling, which is abnormally active in some B-cell cancers, including lymphomas. Ibrutinib is approved to treat MCL patients that have received at least one previous line of treatment 3. In addition, oral BTK inhibitors administered alone 4, or combinations of ibrutinib with rituximab 5, or ibrutinib with the Bcl2-antagonist venetoclax 6,7, have proven as interesting chemotherapy-free targeted therapeutic approaches for MCL patients at relapse 8. However, primary and acquired resistance to ibrutinib has already been described in MCL patients 9. Thus, the study of the mechanisms of cancer cell resistance to ibrutinib and response to its combination with other drugs is of great therapeutic interest in treating patients with MCL.

Iron is an essential element for cells. It is a critical component of many biological processes such as mitochondrial function 10, DNA replication and repair 11, and epigenetic modifications 12. Iron is also a redox-active metal that can participate in free radical formation and propagation of lipid peroxidation through the Fenton reaction, which can cause a type of iron-dependent non-apoptotic cell death known as ferroptosis 13. Thus, iron dysregulation is linked to pathological states 14. Indeed, cancer cells often present dysregulation of many genes involved in iron metabolism, and abnormal iron homeostasis is involved in autoimmunity, tumorigenesis, and the progression of cancers 15,16. In the past years, inducing ferroptosis with iron-targeting molecules, such as iron chelators or iron oxide nanoparticles, has gained attention as a promising anti-cancer strategy in hematologic malignancies 17-21.

Considering the importance of iron homeostasis in cell biology and its implication in cancer, we investigated the therapeutic potential of targeting the iron pool of MCL cells with ironomycin, a promising agent known for sequestering iron in lysosomes and inducing cancer cell death 22,23. Our findings demonstrate that ironomycin triggers both apoptosis and ferroptosis in MCL cells. Ironomycin also activates the UPR pathway, a cellular stress response triggered by the accumulation of misfolded or unfolded proteins in the endoplasmic reticulum (ER). Moreover, we observed a synergistic effect when ironomycin is combined with ibrutinib, leading to increased MCL cell death, suggesting that there is a therapeutic benefit in the combined approach of BCR inhibition and iron homeostasis targeting for the treatment of MCL patients.

## Methods

### Mantle cell lymphoma cell line culture

6 MCL cell lines (JEKO1, JVM2, MAVER1, MINO, REC1, GRANTA519) were purchased from the DSMZ (Leibniz-Institut DSMZ - GmbH, Germany). They were cultured in RPMI with 10% FBS (JVM2, REC1) or 20% FBS (JEKO1, MAVER1, MINO); or DMEM with 10% FBS (GRANTA519) at 37 °C and 5% CO_2_. Cells were passed every 3-4 days.

### Reagents

Ironomycin (AM5) was a kind gift from Raphaël Rodriguez (patent application WO2016/038223).

Deferasirox (ITM101102264, TargetMol), Erastin (S7242, Selleckchem), Ferrostatin-1 (S7243, Selleckchem), Q-VD Oph (S7311, SelleckChem), Iron (III) Chloride Hexahydrate (31232-M, Sigma Aldrich), N-Acetyl Cysteine (A9165, Sigma Aldrich), Ibrutinib (S2680, Sellekchem), Venetoclax (S8048, Sellekchem), AZD-5991 (S8643, Selleckchem), A1155463 (T6748, TargetMol), bendamustine (S5939, Sellekchem), bortezomib (S1013, Selleckchem).

### Synergy matrices

For evaluation of ironomycin synergy with ibrutinib, venetoclax, AZ1159XX and A-1155463 , cells were seeded at 30000 (JVM2) or 50000 (JEKO1, MAVER1) cells/well and cultured for 4 days in 96-well flat-bottom plates in the presence of ironomycin (0.01 - 4 μM), ibrutinib (BTK inhibitor; 0.125 - 32 μM), venetoclax (Bcl2 inhibitor; JEKO1/JVM2: 125 - 32000 nM; MAVER1: 0.12 - 8000 nM), AZ1159 (Mcl1 inhibitor; 0.01 - 5 μM), A1155463 (Bcl-xL inhibitor: 0.15 - 40 μM). Increasing concentrations of ironomycin were combined with increasing concentrations of the other drugs to evaluate all possible combinations. Cell growth was evaluated using CellTiter-Glo (CTG) Luminiscent Assay (G7573, Promega) according to manufacturer's protocol and luminescence was measured using a Centro LB 960 luminometer (Berthold Technologies). For each combination, the percentage of expected growing cells in the case of effect independence was calculated with Bliss equation using R package “SynergyFinder”.

Supplementary information is included in Supplemental Methods.

## Results

### Iron homeostasis-related gene expression profile identifies high risk MCL patients

According to the major role of iron homeostasis in cancer, we aimed to identify iron metabolism-related genes associated with a prognostic value in MCL. Sixty-two genes related to iron biology and cancer had been reported 20,24 (Table S1). Using Maxstat R algorithm 25 and multiple testing correction, we identified 8 genes with significant prognostic value in a cohort of newly diagnosed MCL patients (n = 71) 26 (Figure 1A) and combined their prognostic information in a Gene Expression Profile (GEP)-based iron-score (IS) as previously described 27,28. IS is defined by the sum of the beta coefficients of the Cox model for each prognostic gene, weighted by +1 or -1 according to the patient expression signal above or below the Maxstat value. IS segregated the cohort in two groups (iron-score cut point: -3.7798) with a maximum difference in overall survival (OS; Figure 1B), underlining that an elevated IS allows the identification of MCL patients with poor prognosis and dysregulation of iron metabolism who could benefit from targeted therapy.

### Targeting iron homeostasis kills MCL cells

We and others reported the therapeutic interest of targeting iron homeostasis with ironomycin to kill Diffuse Large B-Cell Lymphoma (DLBCL) 20 and Acute Myeloid Leukemia (AML) 29 cells. Using 6 MCL cell lines, we determined the IC50 of ironomycin. Deferasirox, an iron chelator 30-32 approved by the FDA to treat chronic iron overload by selectively binding the ferric form of iron 33, was used as a control. Of note, deferasirox was evaluated in MCL cells 19 and reported to have anti-tumoral effects *in vitro* 34. Interestingly, IC50 values of ironomycin were in the nanomolar range, whereas those of deferasirox were in the micromolar range (Figure S1A), indicating that ironomycin is ~100-fold more potent in inhibiting MCL cells growth. Ironomycin is also significantly toxic to MCL primary cells at nanomolar concentrations (Figure 1C and Figure S1B). Furthermore, only deferasirox significantly impacted viability of purified peripheral blood mononucleated cells (PBMC) from healthy donors (Figure 1D). Both ironomycin and deferasirox were not toxic to normal B- and T-lymphocytes, but killed monocytes in a dose-dependent manner (Figure 1E). Monocytes are known to participate in iron recycling and accumulate intracellular iron 35 which makes them more susceptible to drugs targeting iron homeostasis. Moreover, a small but significant increase in the percentage of T-lymphocytes was also observed exclusively upon ironomycin treatment.

Then, to further characterize the biological effect of ironomycin on MCL cells, we chose 3 cell lines (JEKO1, JVM2 and MAVER1) with different ironomycin IC50 and that partially represent the molecular heterogeneity of MCL patients (Table S2). High concentration of deferasirox was used to compare the effect of iron chelation versus ironomycin-induced iron sequestration. Ironomycin treatment induced a decrease in proliferation (Figure 2A and Figure S1C) associated with an altered cell cycle distribution (Figure 2B). In MCL, t(11;14) translocation, which causes the over-expression of the gene *CCND1,* is associated with high tumor cell proliferation 36. JVM2 expresses lower protein levels of Cyclin D1 than other MCL cell lines, while co-expressing Cyclin D2 37 (Table S2). Importantly, treatment of MCL cells with ironomycin caused a marked diminution of Cyclin D1 and Cyclin D2 protein levels (Figure 2C,D). We confirmed that the decrease in Cyclin D1 expression correlated with a decrease in *CCND1* transcription in JEKO1. However, no difference in mRNA levels of *CCND1/CCND2* were observed in JVM2/MAVER1 (Figure 2E), suggesting that lower protein levels may be due to increased protein degradation. Cyclin D1 is degraded by the proteasome and it was reported that deferasirox induces proteasome-mediated Cyclin D1 degradation 19,34. Indeed, proteasome inhibitor bortezomib rescued Cyclin D1/Cyclin D2 degradation induced by ironomycin and deferasirox (Figure S1D).

Furthermore, we analyzed whether ironomycin also impacted the levels of several well-known factors controlling cell cycle progression and linked to Cyclin D1 (Cdk4, Rb, p53, p21 and p27) 36. It has been reported that these MCL cell lines present different abnormalities regarding some of these genes (Table S2) and we confirmed different protein levels by western blot (Figure 2F). Interestingly, in JEKO1 and JVM2, ironomycin induced γH2AX, a marker of DNA double strand breaks and DNA damage response (DDR) activation 38. We did not observe γH2AX in MAVER1, probably due to the inactivation of ATM in this cell line (Table S2), but Chk2 was slightly phosphorylated in response to ironomycin.

### Ironomycin causes cell death mediated by apoptosis in MCL cells

Ironomycin significantly reduced cell viability in all cell lines (Figure S1E). Since ironomycin has been reported to induce ferroptosis, apoptosis and ferritinophagy 20,22,23,29, we sought to identify the type(s) of cell death that it induces in MCL cells. Ironomycin and deferasirox increased the Annexin V+ population (Figure 3A), indicative of apoptotic cell death. Supplementation of cells with FeCl_3_ prevented cell death caused by deferasirox, but not by ironomycin (Figure S2A).

Increase in Annexin V+ cells upon ironomycin treatment correlated with caspases 3, 8 and 9 cleavage in JEKO1 and MAVER1 cell lines, but not in JVM2 (Figure 3B). Given the limited sensitivity of western blot analysis and the fact that it has been described that caspases 8 and 9 activity is stimulated by dimerization instead of cleavage 39, we confirmed activation of caspases by the more sensitive CaspaseGlo® Assay. We observed that ironomycin increased caspase 3 and 8 activity in all three cell lines, although it was only statistically significant in JEKO1 and JVM2, whereas caspase 9 was only significantly activated in JEKO1 (Figure S2B). Interestingly, pre-treatment of cells with pancaspase inhibitor Quinoline-Val-Asp-Difluorophenoxymethylketone (Q-VD-Oph) partially rescued cell death in JEKO1 and JVM2 cell lines, suggesting that apoptosis is not the only cell death type induced by ironomycin in MCL cells (Figure S2C).

Cancer cells are frequently addicted to the presence of anti-apoptotic factors, such as the Bcl2 family of proteins, that are attractive therapeutic targets 40. We observed significant changes in the levels of Bcl family anti- and pro-apoptotic factors upon ironomycin treatment that were cell line dependent. In JEKO1 cells, ironomycin induced the degradation of all factors, whereas it caused an increase in JVM2 and MAVER1 (Figure 3C). Given these differences, we used the complementary *in vitro* assay BH3 profiling 41 to measure the apoptotic priming of cells and their dependences on the anti-apoptotic proteins Bcl2, Bcl-xL and Mcl1 upon drug treatment (Figure S3A). We observed an increased dependence on these proteins in JEKO1, and specially to Bcl2 in JVM2/MAVER1 (Figure 3D). Moreover, combining ironomycin with Bcl2i, Bcl-xLi and Mcl1i, resulted in synergistic effects across all cell lines, confirming that ironomycin sensitizes MCL cells to Bcl2-family inhibitors (Figure S3B-D) that have been evaluated in relapsed MCL patients with promising results 42,43.

In response to ironomycin, Cytochrome C level was decreased in JEKO1, and increased in JVM2/MAVER1 (Figure S4A). It was reported that up-regulation of Cytochrome C is linked to caspase activation and triggering of cell death 44. In addition, severe mitochondria damage is associated with higher Cytochrome C release into the extracellular space and higher cell death levels 45. Therefore, the different levels of Cytochrome C in the cell lines may be explained by their different sensitivity to ironomycin. Thus, it is possible that Cytochrome C increase in JVM2 and MAVER1 is linked to moderate apoptosis level and its decrease in JEKO1 may be due to higher levels of cell death (Figure 3A) and loss of cell membrane integrity, which will release cytosolic proteins like Cytochrome C to the medium, that will then be less abundant by western blot. To test this hypothesis, we removed JEKO1 dead cells by Ficoll® centrifugation and performed western blot only on living cells with unbroken cell membrane. The levels of Cytochrome C did not decrease in these cells in ironomycin vs untreated conditions (Figure S4B). In contrast to our previous result (Figure 3C), after dead cell removal, the only anti-apoptotic factor that was actually decreased by ironomycin in JEKO1 cells was Mcl1, whereas the pro-apoptotic proteins Bax and Bak remained unchanged (Figure S4B). In basal conditions, Cytochrome C is necessary for ATP production in the mitochondria and needs iron. We treated cells with increasing doses of ironomycin for 48 h and used CellTiter Glo assay to quantify intracellular ATP. Our results showed a significant dose-dependent decrease in the levels of ATP (Figure S4C), most likely due to iron depletion caused by ironomycin. Using Seahorse functional assay, we confirmed that ironomycin strongly decreased both basal and maximal mitochondrial respiration capacities (Figure S4D). These data indicate that ironomycin impairs mitochondrial function, eventually triggering caspase-dependent apoptosis.

### Ironomycin induces ferroptosis in MCL cells

Ferrostatin-1 46, a ferroptosis inhibitor, rescued ironomycin- and erastin-induced cell death (Figure 3E), confirming that ironomycin also induces ferroptosis in MCL cells. Erastin was used as a positive control 47. Finally, we studied if ironomycin activated autophagy in MCL cells. BIX1294 was used as a positive control 48. No formation of LC3B foci 49 was observed upon ironomycin treatment (Figure S4E). However, western blot analysis showed a modest increase in LC3B-II in JVM2, and a degradation (JEKO1 and MAVER1) or accumulation (JVM2) of ferritin, an iron-storage protein which is degraded when ferritinophagy is activated 50 (Figure S4F,G). Since ferritinophagy triggers ferroptosis and our western blot analysis showed differences in Ferritin and LC3B levels between the three cell lines (Figure S4G), we cannot exclude that ferritinophagy also contributes to ferroptosis initiation in MCL cells. Interestingly, increased expression of *TFRC*, which codes for the transferrin receptor CD71 and has a prognostic value according to our analysis (Figure 1A,B), is associated with more aggressive forms and poor prognosis in MCL 51. We confirmed higher levels of CD71 in MCL cell lines and primary MCL cells from patients than in PBMC from healthy donors (Figure S4H). Furthermore, upon treatment with ironomycin, we observed an increase in CD71 protein levels, a marker of ferroptosis (Figure S4I). Finally, we pretreated cells with Q-VD-Oph, ferrostatin-1 or combination of both (Figure S4J), and confirmed that ironomycin triggers both apoptosis and ferroptosis in MCL cells.

Ironomycin has been involved in the generation of ROS, that cause lipid peroxidation and DNA damage 20 (Figure S4F). In agreement, we observed a small but significant increase in ROS production induced by ironomycin that could not be rescued by iron supplementation (Figure S5A). Intriguingly, combination of exogenous iron and ironomycin led to increased ROS production in JEKO1 and JVM2 compared to ironomycin alone, while it reverted ROS production in combination with deferasirox in JVM2 and MAVER1. Of note, JEKO1 showed an elevated level of ROS already in basal conditions (Figure S5B), that correlated with γH2AX indicative of DNA damage (Figure 2F). This elevated basal ROS level may contribute to the stronger sensitivity of JEKO1 to ironomycin treatment compared to JVM2, in which a 5 times higher concentration of ironomycin was required to reach similar levels of γH2AX (Figure 2F). Given the central role of iron in mitochondria, we also analyzed the production of mitochondrial ROS using the specific probe MitoSox. No significant increase of mitochondrial ROS was detected upon ironomycin or deferasirox treatment (Figure S5C). Given that ROS cause lipid peroxidation that in turn triggers ferroptosis, we used BODIPY dye to monitor lipid oxidation state. BODIPY underlined a significant increase in peroxidized lipids upon ironomycin and erastin treatments, that was diminished by ferrostatin-1 (Figure S5D). The phospholipid hydroperoxidase GPX4 protects cells against membrane lipid peroxidation and is involved in ferroptosis regulation 50. Intriguingly, GPX4 levels varied differently in each MCL cell line in response to ironomycin (Figure S4A,B).

Vitamin E is an antioxidant that has been reported to prevent ferroptosis 52. High-density lipoproteins (HDL) and low-density lipoproteins (LDL) can carry Vitamin E to cells to mitigate lipid peroxidation and ferroptosis 53. In order to evaluate the contribution of lipids to the cellular effects of ironomycin, we cultured cells in medium supplemented with lipid-free serum. Lack of exogenous lipids induced cell death in untreated JVM2 and MAVER1 cell lines, with no effect on JEKO1, suggesting that the three cell lines are metabolically different in basal conditions (Figure S6A). Treatment with ironomycin in absence of lipids only increased cell death in JVM2 cells. ROS production was diminished in JEKO1 and MAVER1 in lipid-depleted medium, but not in JVM2 (Figure S6B). Lipid peroxidation was increased in absence of lipids in all cell lines, and treatment with ironomycin led to a small but significant increase in JEKO1 and JVM2 (Figure S6C). Scavenger Receptor Class B Type I (SR-B1) is an HDL receptor that facilitates cholesterol esters uptake and the bi-directional flux of free cholesterol. SR-B1 has been reported as a mediator of oxidative events in cancer 54. Western blot analysis showed that the three MCL cell lines presented different levels of expression of SR-B1 that were not changed by ironomycin (Figure S6D). We monitored the presence of lipid droplets, the organelles that store triacylglycerols and sterol esters, using the Nile Red dye, which marks polar and neutral lipids including cholesterol esters 55. Surprisingly, no lipid droplets were observed in JVM2, whereas ironomycin decreased lipid droplets in both JEKO1 and MAVER1 (Figure S6E).

We have shown that iron supplementation was not able to rescue ironomycin-induced cell death (Figure S2A), but we investigated if any of the cellular responses induced by ironomycin treatment could be reversed by iron supplementation. As before, deferasirox was used as a control. Addition of iron rescued the degradation of Cyclin D1, ATF6, Bcl-xL and Mcl1 caused by deferasirox, as well as the increase in γH2AX in the three cell lines. However, no consistent changes in protein abundance were detected upon iron supplementation in ironomycin-treated cells, with JVM2 being the only cell line in which the accumulation of Bcl-xL, Bcl2, GPX4 and Cytochrome C was reverted by FeCl_3_ addition (Figure S7). The numerous cellular effects of ironomycin in the three MCL cell lines studied are summarized in Table S3.

### Ironomycin induces dysregulation of BCR pathway

In order to better understand the global effect of targeting iron homeostasis in MCL, we performed RNA-sequencing (RNA-seq) analysis of MCL cell lines treated with ironomycin. 

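RNA-seq was performed on 12 libraries from 3 MCL cell lines, JEKO1, JVM2 and MAVER1, each treated for 48 h in 4 ways: untreated control, ironomycin, ibrutinib, or both drugs. Ironomycin is a salinomycin derivative that sequesters iron in lysosomes, and ibrutinib is an inhibitor of BTK. Ironomycin was used at 50 nM in JEKO1 and at 250 nM in JVM2 and MAVER1, and ibrutinib at 0.5 μM in JEKO1, 1.5 μM in JVM2 and 6.25 μM in MAVER1, so that dose and cell line varied together. Each line gave 1 library per treatment, and the 3 lines are the replicates of a treatment (n = 3). Polyadenylated RNA was sequenced in paired-end mode, and the authors deposited the number of reads counted on each of 63677 Ensembl genes, without normalization. The paper's text does not name the aligner, the genome build or the counting tool. The control libraries held 38110422 to 38630809 counted reads (median 38343140), the ironomycin libraries 37499490 to 38378904 (median 38304737), the ibrutinib libraries 38013076 to 38613663 (median 38438166) and the libraries with both drugs 35448523 to 38120929 (median 38081238). From these counts, treatments were compared by edgeR's quasi-likelihood test with TMM normalization, treatment and cell line as terms, and all 12 libraries in 1 fit, over the 18674 genes left by edgeR's filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 1 in size. The filter, the normalization, the cell line term and the fold change minimum can each change the number of genes called. Gene lists were written by hand for the pathways named in the paper and tested with limma's camera, which compares the genes of a list with all other genes; the value given for a list is the median log2 fold change of its tested members. The precision of a single gene's value is limited by the 3 lines, and for genes with few reads by their counts as well.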

Among the 174 genes significantly differentially expressed, Gene Set Enrichment Analysis (GSEA) showed that UPR was the most upregulated pathway by ironomycin treatment, whereas innate immune system pathways were the most downregulated (Figure 4A). 

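In the 3 lines together, 40 genes were called with ironomycin against control, of which 24 rose and 16 fell, while 4198 genes had an unadjusted p-value under 0.05. The number depended on the line left out: 369 genes were called without JVM2, 3 without JEKO1 and 1 without MAVER1. With library totals in place of TMM normalization, 54 genes rose and 15 fell. Without the filter on low counts 189 genes were called, and with DESeq2 in place of edgeR 156, of which 30 were among the 40. With only the control and ironomycin libraries in the fit, 2 genes were called. The list of 58 tested UPR genes had a median log2 fold change of 0.45, and 50 of its members rose (camera, adjusted p = 1.2e-09 over 18 lists). Of these members, 1 was called over all genes tested (KDELR3, with 3 to 16 reads per library in JEKO1), and 6 passed the same thresholds when adjusted over the list alone. The list of 83 innate immune system genes had a median of -0.25, with 26 members higher (camera, adjusted p = 0.00283), and 1 member was called over all genes tested and 4 when adjusted over the list alone. Camera also called lists with lower medians: heat shock proteins (-0.41), MYC targets (-0.33), oxidative phosphorylation (-0.30) and E2F targets and cell cycle (-0.26). ATF4 and CHOP targets (0.453) stood slightly above the UPR list (0.446). The lists were written by hand, so their order is not that of Figure 4A. Camera assumes a small, preset correlation between the genes of a list. Under fry, which tests a list by itself and keeps the correlation between its genes, the adjusted p-value was 0.0384 for the UPR list and 0.0879 for the innate immune list, and under camera with an estimated correlation it was 0.256 for both. Camera called 12 of the 18 lists, of which 7 were also called by fry; with the estimated correlation 1 list was called, cholesterol biosynthesis. Among the 4 splits of the 6 libraries that part the libraries of every line, 2 gave as many lists called by camera as the split by treatment, that split included.
The transcripts of UPR proteins moved by different amounts in the 3 lines, and none of the 9 was called with ironomycin. ERN1, the gene of IRE1α, had a log2 fold change of 1.82 (standard error 0.46, adjusted p = 0.0771 from edgeR's quasi-likelihood test), with log2 ratios of 2.61 in JEKO1, 0.54 in JVM2 and 2.42 in MAVER1. DDIT3 had 1.39 (standard error 0.32, adjusted p = 0.0683), and HSPA5 had 0.63 (standard error 0.17, adjusted p = 0.0872). The paper's Table S4 lists these 3 genes for ironomycin, with log2 fold changes of 2.50 for ERN1, 1.71 for DDIT3 and 0.80 for HSPA5. Without JVM2 the values here were 2.49, 1.71 and 0.79, so the fit over all lines gives smaller changes than the paper. XBP1 had 0.45 (standard error 0.33, adjusted p = 0.454) and was higher in JEKO1 (1.47) but not in JVM2 (-0.18); without JEKO1 its log2 fold change was -0.0024. The counts are per gene and do not separate the spliced form of XBP1. RETREG1, the gene of FAM134B, had at most 12 reads in each JEKO1 library. The differences between lines in ERN1, DDIT3, HSPA5 and XBP1 exceeded the residual spread in the test of ironomycin by cell line (adjusted p = 0.00415, 0.0179, 0.0177 and 0.000196).

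**Figure D1:**
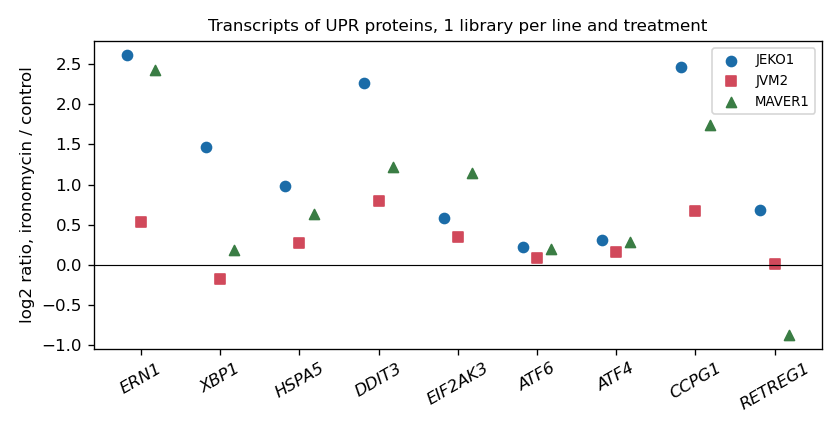
Log2 ratio of ironomycin to control (vertical axis) for the transcripts of 9 UPR proteins (horizontal axis), with 1 point per cell line from 1 library per treatment and no error bars. ERN1 stands at 2.61 in JEKO1 and 2.42 in MAVER1 against 0.54 in JVM2.

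Among genes called, with a mean of at least 1 log2 CPM and changed the same way in every line, the 5 largest rises were in PDIA2, FAM114A1, MTSS2, SYTL1 and ADAMTSL2 and the 5 largest falls in ABCG1, STAP1, MT-RNR2, GRAP2 and MAFA. ABCG1 fell in JEKO1 (-1.58), JVM2 (-3.07) and MAVER1 (-2.56), with a fitted log2 fold change of -2.34 (standard error 0.26, adjusted p = 0.00783). SYTL1 rose by 1.41 (standard error 0.20, adjusted p = 0.0214). PDIA2, a protein disulfide isomerase, had 3.96 (standard error 0.18, adjusted p = 4.6e-06), carried by JEKO1 and MAVER1, since no JVM2 library held more than 3 of its reads. MTSS2 had at most 2 reads in each JVM2 library and MAFA at most 1, so their changes rest on JEKO1 and MAVER1 as well. ADAMTSL2 had from 2 to 18 reads per library in JVM2, and its rise there is imprecise. MT-RNR2 shares its sequence with nuclear pseudogenes, so its fall is uncertain.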

We confirmed that ironomycin induced the accumulation or phosphorylation of several UPR proteins, including IRE1α as well as the generation of XBP1s, indicative of UPR signaling activation (Figure 4B).

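With ironomycin alone, the list of 69 tested BCR signaling genes had a median log2 fold change of -0.10, and 21 of its members were higher and the others lower (camera, adjusted p = 0.00176 over 18 lists). Under fry the adjusted p-value was 0.0665 and under camera with an estimated correlation 0.256, and without JEKO1, JVM2 or MAVER1 camera gave values from 8.5e-06 to 0.0781. In single lines, with 1 library per treatment and no replicate check, the median log2 ratio of the list was -0.23 in JEKO1, -0.07 in JVM2 and -0.05 in MAVER1. It lay below all 10000 random lists of matched expression in JEKO1, at percentile 11.4 in JVM2 and at percentile 42.4 in MAVER1. Of the members, 1 was called, FCRL1, over all genes tested and when adjusted over the list alone. FCRL1 had at most 1 read in any JVM2 library. Its fall rests on JEKO1 and MAVER1.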

Regarding downregulated pathways identified by RNA-seq (Figure 4A), we hypothesized that downregulation of BCR-related genes induced by ironomycin could potentiate the cytotoxic effect of BCR-inhibiting therapy in MCL. Aberrant BCR activation is a key pro-survival pathway that includes BTK, NF-κB and AKT. Ibrutinib is an inhibitor of BTK used in the treatment of MCL. However, drug resistance frequently leads to patient relapse 56. JEKO1 and JVM2 are ibrutinib-sensitive or mild-sensitive cell lines, whereas MAVER1 is resistant (Figure S8A). Using synergy matrixes, we found that ironomycin and ibrutinib synergize to inhibit MCL cells growth (Figure 4C-E). Interestingly, ironomycin combined with ibrutinib induced a downregulation of genes involved in the BCR signaling pathway including *CARD11*, *CD22*, *PTPN6*, *IGLV1-47* and *IGLV1-44* (Figure S8B) 56. 

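With both drugs against control, PTPN6, the gene of the phosphatase SHP-1, fell by 2.54 on the log2 scale (standard error 0.50, adjusted p = 0.00622 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 302.3 to 12.6 normalized CPM in JEKO1, from 745 to 388 in JVM2 and from 125 to 22.9 in MAVER1. CD22 was not called (log2 fold change -0.72, standard error 0.31, adjusted p = 0.102), as it fell in JEKO1 (-0.90) and MAVER1 (-1.25) and did not fall in JVM2 (0.06), and it was called without JVM2 (-1.11, adjusted p = 0.0013). IGLV1-47 and IGLV1-44 had log2 fold changes of -1.25 (standard error 0.30, adjusted p = 0.0192) and -1.65 (standard error 0.32, adjusted p = 0.00629). Both immunoglobulin genes belong to a family of near-identical genes whose reads the counting could have split, and both had at most 1 read in every JVM2 library, so their values come from JEKO1 and MAVER1, at 28 to 177 reads per library. With ironomycin alone the log2 fold changes were -1.00 for CD22, -1.12 for IGLV1-47, -1.58 for IGLV1-44 and -1.31 for PTPN6. With ibrutinib alone PTPN6 stood at 67.6 normalized CPM in JEKO1, 483.5 in JVM2 and 53.7 in MAVER1. In every line PTPN6 was lower with both drugs than with either alone. CD22 was higher with both drugs than with ironomycin alone in JEKO1 and MAVER1. Against ironomycin alone, no gene was called with both drugs, and 1970 genes had an unadjusted p-value under 0.05. For the BCR list the median was -0.21 against control (camera, adjusted p = 0.00011; fry, adjusted p = 0.00606), with 5 of 69 members called, all of them lower, both over all genes tested and when adjusted over the list alone.

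**Figure D2:**
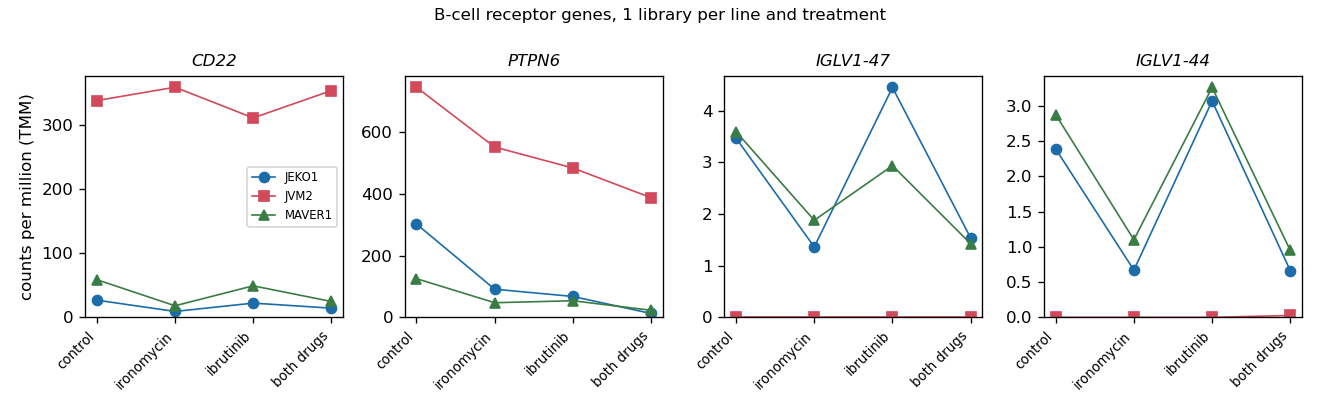
TMM-normalized CPM (vertical axes, starting at 0) of CD22, PTPN6, IGLV1-47 and IGLV1-44 in the 4 treatments (horizontal axes), with 1 point per library and a line joining the libraries of each cell line. PTPN6 falls in every line with both drugs, CD22 does not fall in JVM2, and the immunoglobulin genes are near 0 in JVM2.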

We confirmed CARD11 downregulation by western blot (Figure S8C). These results highlight the therapeutic potential of combining ironomycin and ibrutinib to enhance the cytotoxic effects of BTK inhibition, even in ibrutinib-resistant MCL cells.

In order to understand the molecular mechanism of this synergy, we studied if ironomycin could regulate the activation of the BCR pathway. In basal conditions, MCL cell lines presented different activation level of BCR downstream pathways. Drug combination inhibited NF-κB in JEKO1, and BTK and Akt in JVM2. In MAVER1 cell line, the only significant ironomycin effect was the decrease of CARD11 (Figure S8C-E).

Furthermore, we observed that the combination of both drugs significantly reduced cell proliferation and induced cell cycle arrest to a greater extent than either drug alone (Figure 5A,B). It also induced strong Cyclin D1 degradation in JEKO1 and moderate in JVM2, together with DNA damage induction (Figure S9A,B). The decrease in proliferation caused by the drug combination correlated with an increase in Annexin V+ cells (Figure 5C). Caspases and PARP cleavage were observed in JEKO1 and MAVER1 (Figure S9C). Moreover, Mcl1 was specifically degraded upon drug combination in JEKO1 cell line, whereas Bcl2 seemed to slightly accumulate in JVM2 (Figure S9D). In order to better understand the molecular mechanism of the synergy, we compared RNA-seq data of cells treated with ironomycin, ibrutinib and the combination of both drugs. 

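With both drugs against control, 1175 genes were called, of which 898 rose and 277 fell, and with both drugs against ibrutinib 870 genes were called, 731 higher and 139 lower. Without JEKO1, JVM2 or MAVER1, the first number was 30, 1877 and 22 and the other was 1, 1439 and 6, and the share of rises among the genes called against control was 56.7%, 68.6% and 36.4%. With library totals in place of TMM normalization the genes called against control were 1266 higher and 197 lower, and with offsets for GC content and gene length the genes called against ibrutinib were 585 higher and 206 lower. Of the 1175 genes, 1016 were also called with DESeq2. With only the libraries of the groups compared in the fit, 5 genes were called against control, 1 higher and 4 lower. Against ibrutinib such a fit called 161, with 138 higher and 23 lower. Genes with a mean of at least 1 log2 CPM made up 354 of the calls against control, with 244 higher, and the other 821 calls were in genes below that level, with 654 higher. Among genes changed the same way in every line, ABCG1 (-3.03), FCRL5 (-2.64) and STAP1 (-2.39) had large falls, and their adjusted p-values from edgeR's quasi-likelihood test were 0.000796, 0.00135 and 0.00253. HID1 (4.16, adjusted p = 0.00618) and ADGRG1 (3.81, adjusted p = 0.00457) were among the largest rises, with smaller log2 ratios in JVM2 (0.48 and 1.06) than in JEKO1 (4.65 and 5.11) or MAVER1 (5.55 and 4.82).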

At the studied doses, ibrutinib impacted the expression of a low number of genes (22 downregulated and 4 upregulated), but no particular pathway was identified (Table S4). 

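With ibrutinib against control, no gene was called in the 3 lines together, and 680 of the 18674 genes tested had an unadjusted p-value under 0.05. DESeq2 with the same design called 11 genes, and edgeR on the 6 control and ibrutinib libraries alone called 12. Camera called 11 of the 18 lists with ibrutinib, of which 1 was also called by fry: cholesterol biosynthesis, whose median log2 fold change was -0.16, with 3 of 33 members higher (adjusted p = 5.9e-08 under camera, 0.036 under fry and 0.0371 with the estimated correlation).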

Ironomycin-induced up-regulation of UPR and mTORC signatures was stronger in combination with ibrutinib, especially in JEKO1 and MAVER1 (Figure 5D). 

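With both drugs against control, the UPR list had a median log2 fold change of 0.53, with 48 of 58 members higher and 10 called, all of them higher (camera, adjusted p = 2.4e-06; fry, adjusted p = 0.0139). Against ironomycin alone the median was 0.07, with 41 members higher, and the list was not called (camera, adjusted p = 0.294; fry, adjusted p = 0.808). Without JVM2, camera called it (median 0.14, adjusted p = 0.00036). In single lines, with 1 library per treatment and no replicate check, the median log2 ratio of the UPR list to control was 0.59 with ironomycin and 0.64 with both drugs in JEKO1, 0.46 and 0.74 in MAVER1, and 0.14 and 0.04 in JVM2. With both drugs directly against ironomycin it was 0.095 in JEKO1 and 0.21 in MAVER1, above all 10000 random lists of matched expression in each, and -0.073 in JVM2, at percentile 0.87. The mTORC1 signaling list of 108 tested genes had a median of -0.07 with ironomycin (camera, adjusted p = 0.313). With both drugs against control its median was -0.25 (camera, adjusted p = 0.00113, and fry, adjusted p = 0.00458). Of its members 42 were higher, and 11 were called, 5 of them higher. In single lines its median ratio to control lay at percentile 12.0 of the random lists in JEKO1, 3.99 in JVM2 and 0.07 in MAVER1. Against ironomycin alone its median was -0.17, with 26 members higher (camera, adjusted p = 3.5e-10; fry, adjusted p = 0.0327), and the median log2 ratio was negative in JEKO1 (-0.27), JVM2 (-0.11) and MAVER1 (-0.15). The lists were written by hand and are not the collections used for Figure 5D. The difference between the lines in the ironomycin effect was itself tested over the libraries with and without ibrutinib: for the UPR list it was -0.57 in JVM2 relative to the mean of JEKO1 and MAVER1 (camera, adjusted p = 1.5e-14; fry, adjusted p = 0.0167; estimated correlation, 0.242). Whether ibrutinib's addition differed between lines was not tested. From its results taken together, the paper states that the combination keeps the UPR active and inhibits BCR signaling.

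**Figure D3:**
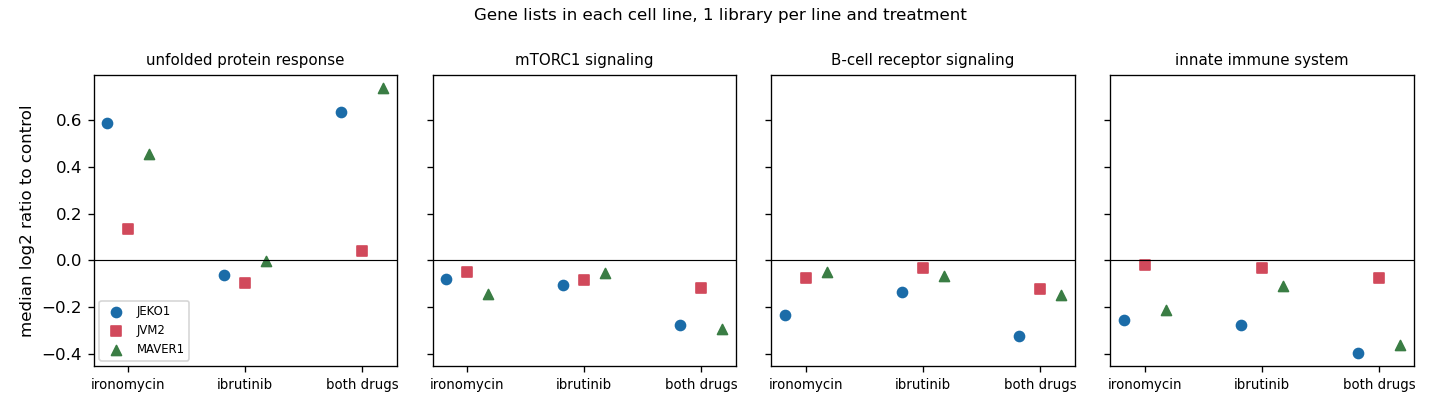
Median log2 ratio to control (vertical axis) of 4 gene lists with ironomycin, ibrutinib and both drugs (horizontal axis), with 1 point per cell line from 1 library per treatment and no error bars. The UPR list stands at 0.64 in JEKO1, 0.74 in MAVER1 and 0.04 in JVM2 with both drugs.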

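On the log2 scale, no gene had a change with both drugs that differed from the sum of the changes with each drug alone at the thresholds used, while 367 genes had an unadjusted p-value under 0.05. For the lists, camera called 8 of 18 for such a departure and fry none, so the p-values depend on the correlation assumed between genes. The UPR list departed from the sum by a median of 0.13, with 50 of 58 members above it (camera, adjusted p = 0.00249; fry, adjusted p = 0.935), and was not called by camera without MAVER1 (adjusted p = 0.0962). HIF targets lay above the sum by a median of 0.11, with 34 of 54 members above it (camera, adjusted p = 0.0118), and were not called without JVM2 (adjusted p = 0.467). The other 6 lists called lay below it. E2F targets and cell cycle departed by a median of -0.26, with 0 of 95 members above the sum (camera, adjusted p = 9.3e-32), and mitochondrially encoded proteins by -0.46, with 0 of 13 above it (3.1e-05). For MYC targets the median was -0.16 (2.2e-08), for oxidative phosphorylation -0.15 (6.5e-09), for heat shock proteins -0.17 (0.000262) and for mTORC1 signaling -0.10 (0.000365). Without JEKO1 heat shock proteins were not called (-0.10, adjusted p = 0.0697), and the medians of mitochondrially encoded proteins, MYC targets, oxidative phosphorylation and mTORC1 signaling were -0.21, -0.08, -0.08 and -0.05. Without JVM2 those of mitochondrially encoded proteins and oxidative phosphorylation were -0.79 and -0.23. For these 8 lists the adjusted p-values were 0.762 to 0.935 under fry and 0.482 to 0.721 with an estimated correlation. The BCR list departed by 0.01 (camera, adjusted p = 0.849). ERN1 had a log2 fold change of 2.42 with both drugs against control (standard error 0.47, adjusted p = 0.00581 from edgeR's quasi-likelihood test), and DDIT3 had 1.83 (standard error 0.33, adjusted p = 0.00462). CCPG1 had 2.02 (standard error 0.42, adjusted p = 0.00729). HSPA5 rose by 0.67, which is below the fold change minimum.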

Taken together, these results indicate that combination of ironomycin with ibrutinib induces a sustained activation of UPR and a strong inhibition of BCR signaling that trigger toxicity in MCL cells.

## Discussion

Here, we show that targeting iron homeostasis could be of therapeutic interest to target MCL cells, in particular in combination with BTK inhibition. First, using MCL patient data, we identified that deregulation of the expression of iron homeostasis genes can delineate MCL patients with poor outcome (Figure 1A). High expression of genes coding for transferrin receptor (*TFRC*), transcription factor *HIF1-A* (hypoxia induced factor 1A), *APEX1* (APEX endonuclease) and *SLC39A14* was associated to a poor outcome, whereas upregulation of *IREB2* (iron-responsive element binding protein 2), *SCARA3*, *SFXN4* (sideroflexin-4) and *ABCG2* correlated with a good prognosis. These genes were previously reported to be involved in other malignancies, but this is the first study that links six of them to MCL. *TFRC* and *HIF*s are upregulated in many types of cancer, which correlates with poor prognosis and response to therapy 57,58. In particular, elevated *HIF1A* was related to poor prognosis in MCL 59. APEX is activated in response to DNA damage and its dysregulation is associated to several types of cancer 60. *SLC39A14* codes for a metal transporter and was reported downregulated in prostate cancer 61 and upregulated in glioma 62. IREB2 stabilizes the mRNA of *TFRC* and *DMT1* that code for iron transporters, leading to increased intracellular iron concentration 63 and is dysregulated in lung 64 and renal cancers 65. Downregulation of ROS scavenger SCARA3 was reported in prostate cancer 66, hepatocellular carcinoma 67, lung cancer 68 and myeloma 69. Sideroflexin-4 has been suggested as a therapeutic target in ovarian cancer 70. Thus, iron dysregulation is an important feature in cancer biology with various effects depending on the cancer cell type.

The iron chelators deferasirox and deferoxamine are approved by the FDA for treatment of chronic iron overload in patients who are receiving long-term blood transfusions and for conditions such as beta-thalassemia and other chronic anemias 33,71. Regarding their use in cancer treatment, previous pre-clinical studies reported that iron chelation may be of therapeutic interest to treat AML in combination with vitamin D3 72 and triggers the DNA damage response in T-cell acute lymphoblastic leukemia 73. It was reported that deferasirox and vitamin D synergize to promote monocyte differentiation in primary AML cells and prolonged the survival of AML patients 74. Moreover, deferasirox is cytotoxic to lymphoma cells 75, lung cancer cells 76, and multiple myeloma cells 77 among others, and synergizes with gemcitabine to inhibit pancreatic cancer cell growth 78. In addition, other pre-clinical studies using cell lines suggested that deferoxamine or deferasirox may be interesting for MCL treatment 19,34, but none of these agents has been approved for cancer treatment. From a safety point of view, it was reported that treatment with deferasirox presents a risk of kidney failure 79, liver failure 80,81 and gastrointestinal bleeding 82 in some patients. Ironomycin, a synthetic derivate of salinomycin that sequesters iron in the lysosomes and triggers ferroptosis 22, has demonstrated greater efficacy in killing various types of cancer cells compared to iron chelators 20,29, owing to its iron-sequestration specific mechanism of action. In fact, it was described that ironomycin can alter the redox state within lysosomes, increasing ROS production, and induces lysosomal membrane permeabilization, leading to the release of potentially toxic lysosomal enzymes and ROS into the cytosol that can further damage lysosomes and other cellular structures 22.

Our results show that ironomycin is toxic to MCL cells at ~100-fold lower concentrations than deferasirox, suggesting that its side effects if used in cancer therapy would be less than those of deferasirox. In this regard, our previous study using mouse models showed that mice weight was not affected by ironomycin treatment at doses that presented toxicity against DLBCL xenografts 20. Moreover, we found that ironomycin and deferasirox affect primary MCL cells from patients and normal monocytes without inducing toxicity in normal B- and T-lymphocytes (Figure 1). Intriguingly, we observed a small but significant increase in T-lymphocyte percentage upon ironomycin treatment. Given that these cells do not proliferate in our *in vitro* conditions and that iron homeostasis is important for T-lymphocytes 83 , we surmise that dead monocytes may release iron to the medium that may be up taken by the T-lymphocytes in the culture, improving their survival compared to control conditions. Since we only evaluated the global CD3+ T-cell population, further analyses are required to determine which T-lymphocyte sub-population is more abundant and its intracellular iron level upon ironomycin treatment and its impact in *in vivo* models. Using MCL cell lines, we studied the molecular mechanisms of ironomycin cytotoxicity. Chromosome translocation t(11;14) is a genetic hallmark of MCL patients that results in overexpression of Cyclin D1, which is essential to the pathogenesis of this disease by conferring a proliferative advantage to tumor cells 1. In fact, high-risk MCL is associated to the proliferation marker Ki-67 ≥ 30% 84,85. Importantly, we found that ironomycin induces degradation of Cyclin D1 protein, which correlates with a strong decrease in cell proliferation and cell cycle arrest (Figure 2). Our data indicate that Cyclin D1 and D2 down-regulation is due to changes in transcription and increased protein degradation. On the one hand, epigenetic enzymes such as the Jumonji family of histone demethylases or the DNA Ten-Eleven Translocation (TET) methylcytosine dioxygenases have been reported to depend on iron as a co-factor 12. Thus, iron depletion caused by ironomycin would have an impact on epigenetic and transcriptional regulation through these enzymes. Moreover, our results show that ironomycin activates an UPR characterized by the accumulation of IRE1α (Figure 4B). IRE1α is responsible for the regulated IRE1α-dependent decay (RIDD) that cleaves selected mRNAs, decreasing the proteins that they code for 86. Thus, it is possible that constitutive UPR activation and IRE1α accumulation lead to degradation of mRNA coding for Cyclin D1. On the other hand, UPR activation characterized by p-eIF2α like in JVM2 and MAVER1 (Figure 4B) induced by ironomycin can also lead to translation attenuation, which will eventually reduce Cyclin D1 and Cyclin D2 levels due to protein turnover coupled to lack of new protein synthesis. Mutation or deletion of *TP53*, which is a major cell cycle regulator, is related to high-risk disease 87,88. Interestingly, our data show that ironomycin triggers apoptosis in the three MCL cell lines independently of their *TP53* status (Table S2). These findings strengthen the potential of targeting iron homeostasis as a way to impair MCL cells growth and slow down tumor progression, even in *TP53* dysregulated patients.

We observed that ironomycin induced changes in the abundance of pro-apoptotic and anti-apoptotic proteins of the Bcl-family. In JEKO1, the anti-apoptotic protein Mcl1 was the main factor degraded, which explains the triggering of apoptosis. In JVM2/MAVER1, upon ironomycin treatment, all studied factors accumulated regardless of whether they were pro- or anti-apoptotic. It was published that Bak interacts with Mcl1 and that disrupting this interaction induces Mcl1 degradation 89. Bax expression is regulated by the tumor suppressor p53 and has been shown to be involved in p53-mediated apoptosis. The association and the ratio of Bax to Bcl2 also determines survival or death of a cell following an apoptotic stimulus. In JVM2, which expresses wild type p53, we observed a significant increase in Bax, Bcl-xL, Bcl2 and Mcl1 levels. Our BH3-profiling data show that JVM2 is mostly dependent on Bcl2, with lower dependence on Mcl1 or Bcl-xL. In MAVER1, Bax and Bcl2 expression inversely correlated, maybe due to a lack of functional p53 in this cell line. Our BH3-profiling assay confirmed a greater dependence of MAVER1 on Bcl2, suggesting that the slight increase in Bax observed by western blot is not sufficient to efficiently trigger caspase-dependent apoptosis as observed in our other data (Figure S2). In addition, upon DNA damage caused by ROS, anti-apoptotic proteins like Bcl2 and Bcl-xL can be upregulated or activated in an attempt to delay or prevent apoptosis, allowing the cell to repair the damage. If the damage is irreparable, the pro-apoptotic signals may override the anti-apoptotic mechanisms, leading to cell death.

In addition, ironomycin induced ROS production, lipid peroxidation, DNA damage and sustained UPR activation, leading to apoptosis and ferroptosis. Of note, these effects were achieved using nanomolar concentrations of ironomycin, in contrast to deferasirox which exhibited cytotoxicity at concentrations 10-100 times higher, suggesting that ironomycin could be used at low dose to minimize toxicity and side effects. The toxicity of ironomycin was already investigated in mice and did not underline significant toxicities in the range of doses deleterious for cancer cells 20,22,29. Moreover, iron supplementation was able to rescue cell death caused by deferasirox, but not by ironomycin, indicating that the cytotoxicity of ironomycin is not due to limited iron availability for metabolic and enzymatic reactions and therefore its therapeutic potential diverges from that of iron chelators. We previously reported the efficacy of ironomycin in targeting B-lymphoma cells using a syngeneic A20 murine model 20. Further investigation using specific PDX models is needed to determine optimal ironomycin doses to kill MCL cells and to assess toxicity *in vivo*.

Ironomycin was described to induce ferroptosis by causing lipid peroxidation. We analyzed the contribution of lipids to ironomycin cytotoxicity and found that lipid deprivation in culture medium had different effects depending on the cell line (Figure S6). Lack of exogenous lipids only increased the toxicity of ironomycin in JVM2 cells (Figure S6A) which does not present TAG and sterol esters accumulated in lipid droplets. This result suggests that the capacity of JVM2 to cope with lipid peroxidation is mostly dependent on its ability to uptake lipids from the medium to substitute the oxidized ones, since its intracellular lipid stock is low. The cytotoxicity of ironomycin on JEKO1 and MAVER1 was not affected by the lack of exogenous lipid source. Both cell lines present lipids stored in lipid droplets, which number and size was decreased upon ironomycin treatment (Figure S6E), probably due to the use of those stored lipids to try and repair the ROS-damaged membranes. These results point at the importance of lipids as targets of ironomycin toxicity and raise the question of how lipid metabolism could impact the response to drugs targeting iron homeostasis. It has already been reported that lipid metabolism modulates the DNA damage response 90, which can impact cell response to chemotherapy. Since pharmacological and dietary manipulations of lipids are possible, it would be interesting to assess a potential synergy between decreasing the pool of lipids and targeting iron homeostasis as a therapeutic strategy to kill cancer cells.

It has been described that sustained ER-stress causes the UPR to trigger apoptosis 91. Interestingly, we found that ironomycin upregulates the UPR, notably related to IRE1α accumulation and activation. The proteasome inhibitor bortezomib, currently under clinical investigation in MCL, similarly activates an apoptotic UPR in multiple myeloma 92, suggesting that targeting iron in combination with proteasome inhibitors may hold therapeutic promise. IRE1α has kinase and RNAse activities 93 and produces the spliced form XBP1s that targets genes coding for proteins that enhance protein folding capacity and quality control 94. High activation of IRE1α can also cleave other mRNAs with similar structure to that of XBP1, causing apoptosis 86. IRE1α activates the apoptotic signaling kinase 1 (ASK1), which in turn triggers downstream factors such as JNK and p38 MAPK, enhancing apoptosis. In addition, it has been shown that persistent ER stress produces ROS 95. These notions raise the idea that ironomycin induced-ROS production leads to ER stress and UPR activation that will in turn produce more ROS, creating an amplification loop culminating in apoptosis. Moreover, there is increasing evidence of a link between UPR, in particular IRE1α, and lipid metabolism regulation 96. Ironomycin caused lipid peroxidation, which must be replaced by new lipids to maintain membrane integrity. ER regulates lipid synthesis and is itself tightly regulated by UPR 97, which may explain UPR activation and IRE1α accumulation upon ironomycin-dependent lipid peroxidation. Interestingly, it has also been reported that IRE1α can trigger mitochondrial (intrinsic) apoptosis in a Bax/Bak-dependent manner 91 and ironomycin triggers a non-canonical Bax/Bak-dependent apoptosis in AML 29. Our BH3 profiling experiments show that ironomycin changes the dependencies of MCL cells to Blc2-family anti-apoptotic factors and induces changes in BAX expression (Figure 3C,D and Figure S3). We found a synergy between iron dysregulation and inhibitors of Bcl2-family anti-apoptotic factors which could be of therapeutic interest. Moreover, we proved that ironomycin caused significant changes in basal and maximal mitochondrial respiratory capacities and reduced ATP production (Figure S4C,D). Altogether, these results indicate that ironomycin exerts profound toxicity on mitochondria, triggering apoptosis in MCL cells, as well as ferroptosis linked to ROS production and lipid peroxidation. Unlike in DLBCL cells 20, ironomycin seemed to not cause ferritinophagy in all MCL cell lines, suggesting that malignant B-cells from diverse origins exhibit distinct vulnerabilities related to iron metabolism.

Finally, MCL is characterized by aberrant activation of the BCR pathway, which is initiated by BCR stimulation and BTK activation to regulate the downstream NF-κB and PI3K/AKT/mTOR pathways. Thus, BTK inhibitors such as ibrutinib are used in relapse/refractory MCL patients with good initial response 98 and the benefit of BTK inhibitors use earlier in the treatment course is under investigation with encouraging results 8,99-102. However, resistance to ibrutinib is very frequent and new strategies to overcome it using drug combination are being explored 8,99-102 (ENRICH clinical trial: ISRCTN11038174). It has been suggested that B-cells resistance to ibrutinib can have different origins including gene mutation, transcriptional dysregulation or tumor microenvironment mediation 103. Through RNA-seq, we found that ironomycin downregulates a BCR signature and confirmed the reduction of CARD11 protein, a BCR pathway downstream factor. CARD11 gain-of-function was also shown to induce BCL2A1 expression and promote drug resistance in MCL 104. This prompted us to investigate the combination of ironomycin with ibrutinib, which synergized to kill MCL cells even in ibrutinib-resistant MAVER1 cell line. Our data indicate that ironomycin and ibrutinib synergize to impair MCL cells proliferation and cause sustained elevated UPR activation incompatible with cell survival. Moreover, combination of venetoclax and ibrutinib to treat relapse/refractory MCL patients showed a remission rate of 71% 6; however, resistance to this drug combination has been reported 105. Currently, an ongoing phase 3 clinical trial (SYMPATICO: #NCT03112174) is evaluating the combination ibrutinib plus venetoclax vs ibrutinib alone in relapsed MCL patients. We observed a synergy of ironomycin with both venetoclax and ibrutinib (Figure S3 and Figure 4), suggesting that targeting iron homeostasis could be a promising strategy for patients who develop drug resistance. The mechanisms of ironomycin effect alone and in combination with other drugs analyzed in this study, namely ibrutinib and Bcl2-family inhibitors, are summarized in the model in Figure 6. Altogether, our findings underscore the therapeutic potential of targeting iron homeostasis to overcome drug resistance in MCL.

## Supplementary Material

Supplementary figures and methods.

Supplementary table 1.

Supplementary tables 2-3.

Supplementary table 4.

## Figures and Tables

**Figure 1:**
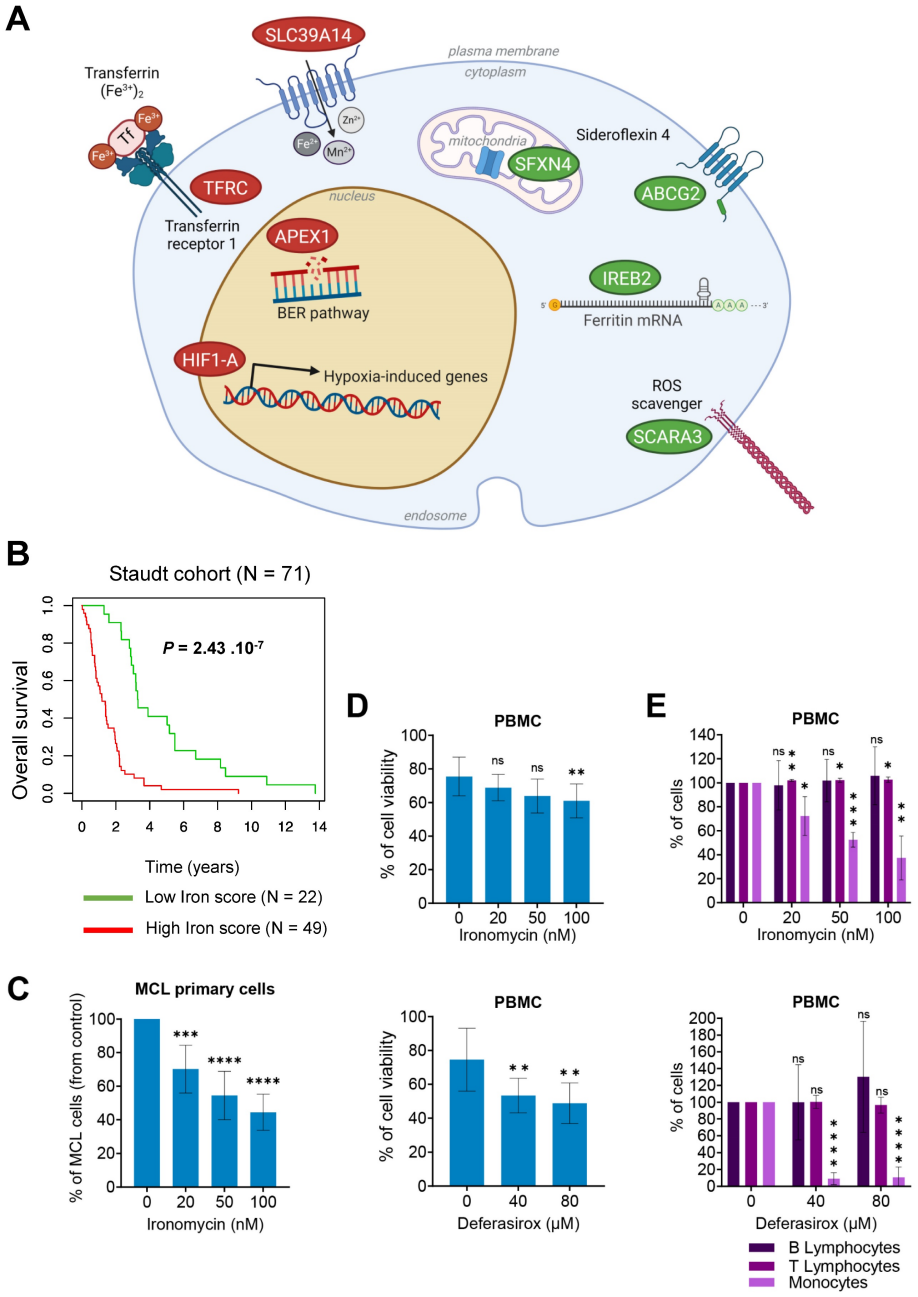
** The iron score predicts the clinical outcome in MCL. (A)** A list of 62 genes involved in the regulation of iron biology was established using previously published data 20,24. Gene expression microarray data from one cohort (Staudt cohort) of 71 newly-diagnosed MCL patients was used (accession number GSE10793). Data were analyzed with Microarray Suite version 5.0 (MAS 5.0), using Affymetrix default analysis settings and global scaling as normalization method. The trimmed mean target intensity of each array was arbitrarily set to 500. 4 iron-related genes were found to have a good prognostic value (in green) and 4 a bad prognostic value (in red). *ABCG2* (ATP-binding cassette transporter G2), *SCARA3* (Scavenger Receptor Class A Member 3), *IREB2* (Iron Responsive Element Binding Protein 2) and *SFXN4* (sideroflexin 4); (*APEX1* (DNA-(apurinic or apyrimidinic site) lyase), *TFRC* (Transferrin Receptor Protein 1), *SLC39A14* (Solute Carrier Family 39 Member 14), and *HIF1A* (Hypoxia inducible factor A 1). Scheme was created with BioRender.** (B)** Patients of the Staudt cohort GSE10793 (n = 71) were ranked according to increased iron score and a maximum difference in OS (overall survival) was obtained with iron score of -3.7798 (also named 'cut point') splitting patients into high-risk and low-risk groups. The iron score was significantly associated with high-risk in MCL patients. **(C)** Primary MCL cells from 9 patients were treated with ironomycin at the indicated concentrations for 4 days. Tumor cells were analyzed by flow cytometry and expressed in % of control. Results represent the median ± IQR. Statistical significance was tested using paired t-test: *** p value < 0.001, **** p value < 0.0001. **(D,E)** Peripheral blood mononucleated cells (PBMC) from healthy donors (n = 5) were treated with ironomycin or deferasirox for 4 days, counted in presence of trypan blue to visually distinguish dead cells (trypan blue positive) from living cells (trypan blue negative). (D) Viability was calculated as the percentage of living cells to total cells (living + dead) in each condition compared to control. (E) Populations of B-lymphocytes, T-lymphocytes and monocytes were quantified by flow cytometry and compared to control condition. The 3 populations are expressed as % of control. Asterisks indicate significant differences compared to control conditions after applying a Student's t-test for pairs. *: p-value < 0.05; **: p-value < 0.01; ***: p: value < 0.001; ns: not significant.

**Figure 2:**
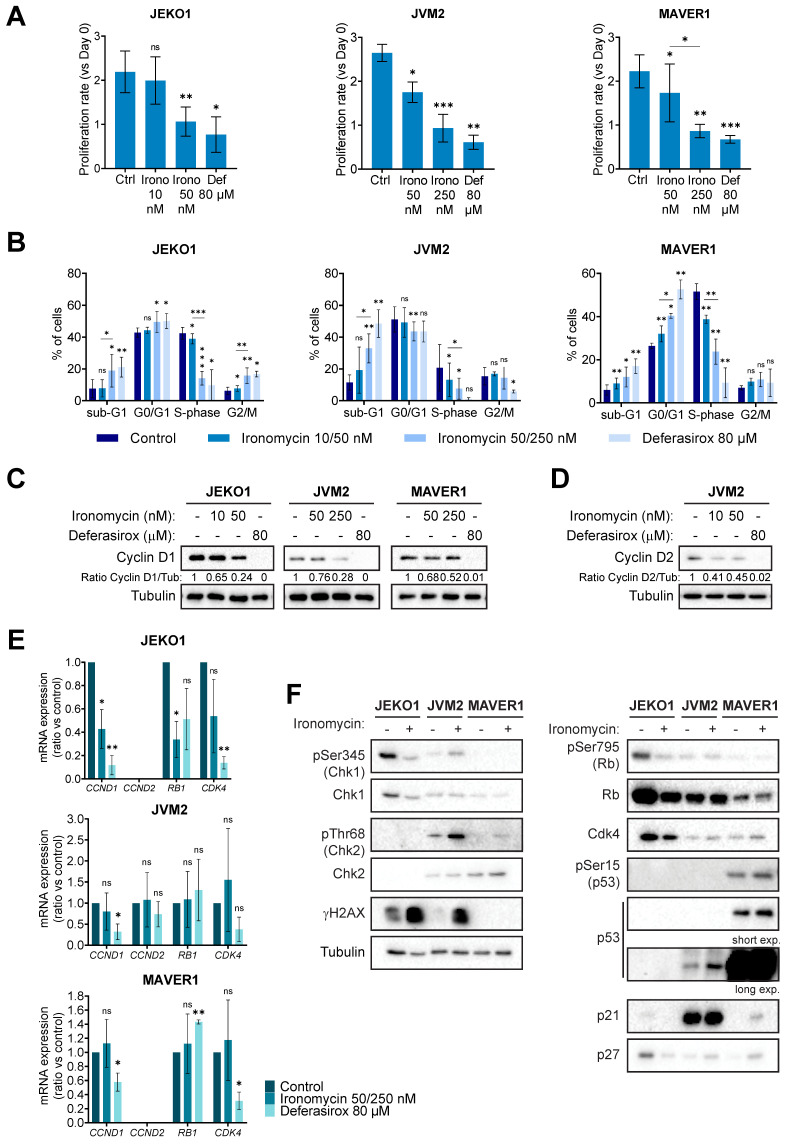
** Ironomycin impairs the proliferation of MCL cells. (A)** JEKO1, JVM2 and MAVER1 cell lines were treated as indicated for 48 h. Cells were counted at day 0 and at the end of the treatments, and the number of cells was normalized to day 0 to calculate the proliferation rate. Graphs show the average and standard deviation of 3-4 independent experiments. **(B)** Cells were treated or not with ironomycin (JEKO1: 10 and 50 nM; JVM2/MAVER1: 50 and 250 nM) and Deferasirox (80 µM) for 48 h and BrdU (10 μg/ml) was added during the last 1.5 h of treatment. Cells were fixed and processed to detect BrdU incorporation and total DNA. BrdU+ cells were assigned to S-phase. BrdU- cells were assigned to G0/G1 or G2/M phases based on their DNA content. Results are the mean of 3-4 independent experiments. **(C,D)** Cells were treated as indicated for 48 h, and the levels of Cyclin D1 and Cyclin D2 were analyze in cell lysates by western blot. Tubulin was used as a loading control. Figures show 1 representative experiment out of 3. **(E)** Total mRNA was extracted from cells treated as indicated for 48 h, subjected to retrotranscription and the levels of expression of *CCND1*, *CCND2*, *RB1* and *CDK4* genes were quantified by qPCR. Graphs show the average ± SD of 3 independent experiments. **(F)** Cells were treated or not with ironomycin (JEKO1: 50 nM; JVM2/MAVER1: 250 nM) for 48 h, collected and the indicated proteins were analyzed by western blot in whole cell lysates. In all the graphs in this figure, asterisks indicate significant differences compared to control conditions after applying a Student's t-test for pairs. *: p-value < 0.05; **: p-value < 0.01; ***: p-value < 0.001; ns: not significant.

**Figure 3:**
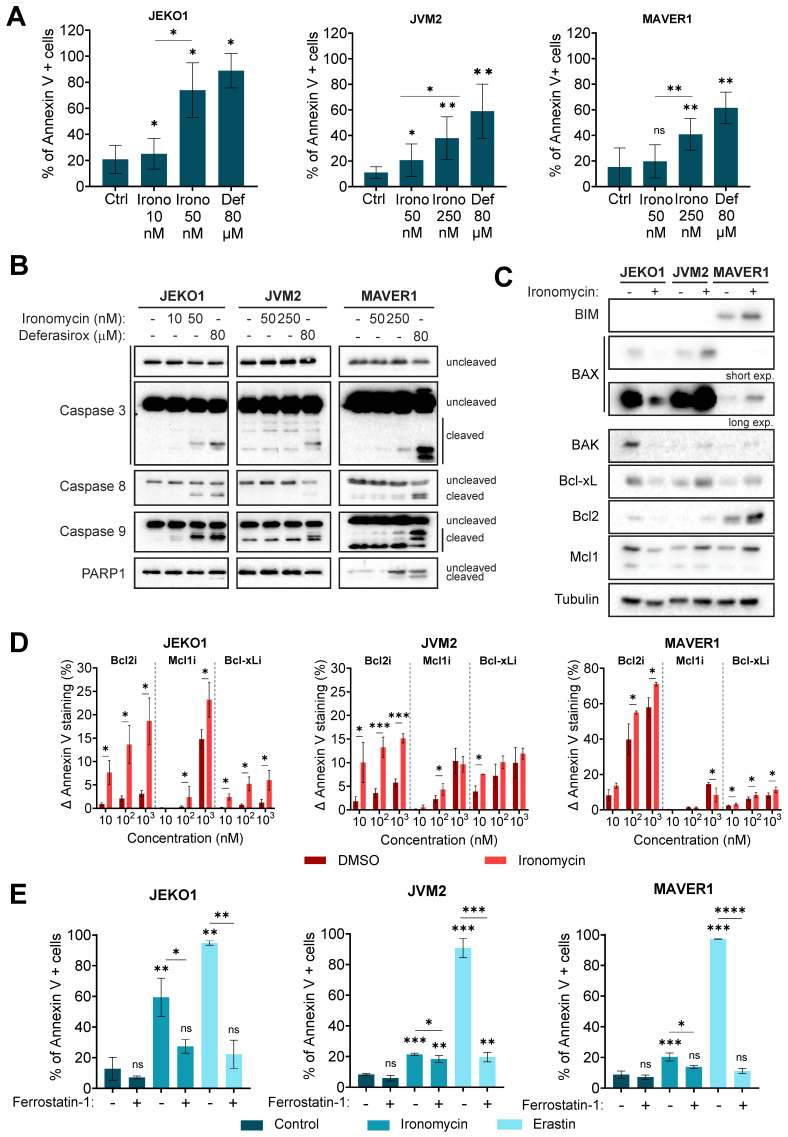
** (A)** Cells were treated as indicated for 48 h and Annexin V was detected by flow cytometry. Results are the mean ± SD of 3 independent experiments. **(B)** Cells were treated as in (A). The levels of the indicated proteins were analyzed by western blot. Figure shows 1 representative out of 3 independent experiments. **(C)** Cells were treated with ironomycin (JEKO1: 50 nM, JVM2/MAVER1: 250 nM) for 48 h, and the levels of the indicated proteins were analyzed by western blot. Tubulin was used as a loading control. Figure shows 1 representative out of 3 independent experiments. **(D)** BH3 profiling of JEKO1, JVM2 and MAVER1. Cells were treated with ironomycin (JEKO1: 50 nM, JVM2/MAVER1: 250 nM) or DMSO for 20 h. Then, BH3 mimetics (venetoclax: Bcl2i, AZD-5991: Mcl1i, A-1155463: Bcl-xLi) or vehicle DMSO (control) were added to the culture medium for 4 h. Annexin V+ cells were detected by flow cytometry. Graphs represent the difference (Δ) between the percentage of Annexin V+ cells in each condition and in the control (vehicle DMSO). Results are the mean ± SD of 3 independent experiments. **(E)** Cells were pre-treated with the ferroptosis inhibitor Ferrostatin-1 (10 μM, 30 min) before treatment with ironomycin (JEKO1: 50 nM; JVM2/MAVER1: 250 nM) or the ferroptosis inducer erastin (4 μM) for 48 h. Annexin V was detected by flow cytometry. Graphs show the mean ± SD of 3-4 independent experiments. In all the graphs in this figure, asterisks indicate significant differences compared to control conditions after applying a Student's t-test for pairs. *: p-value < 0.05; **: p-value < 0.01; ***: p-value < 0.001; ****: p-value < 0.0001; ns: not significant.

**Figure 4:**
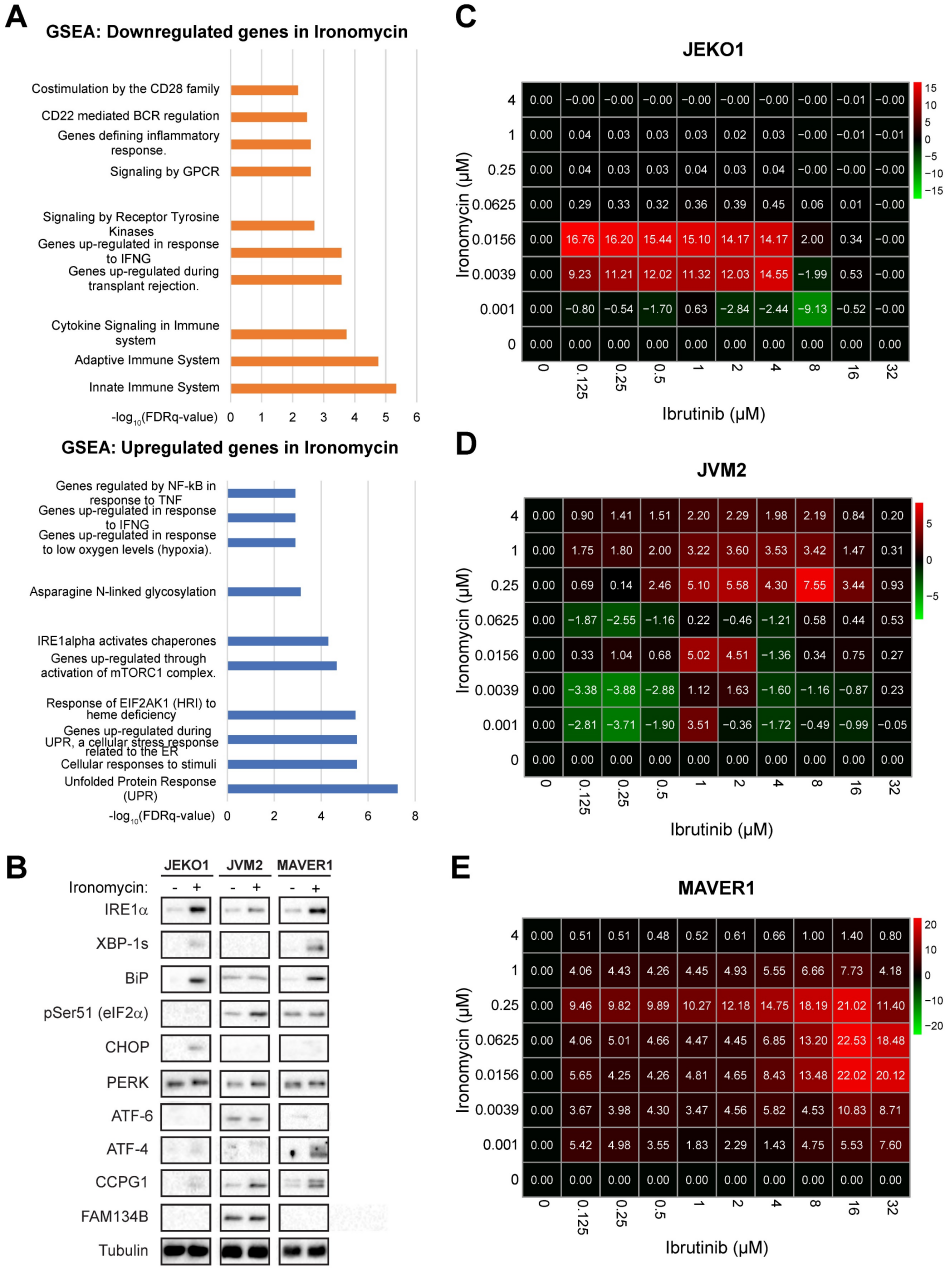
** Ironomycin downregulates the expression of BCR-related genes and synergizes with BTK inhibitor ibrutinib**. **(A)** JEKO1, JVM2 and MAVER1 cells were treated with ironomycin (JEKO1: 50 nM; JVM2/MAVER1: 250 nM) for 48 h. Total RNA was extracted and RNA-sequencing was performed. GSEA of down- and up-regulated pathways is shown. FDR: false discovery rate. **(B)** Cells were treated with ironomycin (JEKO1: 50 nM, JVM2/MAVER1: 250 nM) for 48 h, and the levels of the indicated proteins were analyzed by western blot. Tubulin was used as a loading control. Figure shows 1 representative out of 3 independent experiments. **(C-E)** Cells were seeded in flat-bottom 96-well plates, treated with increasing concentrations of ironomycin (1 - 4000 nM) and ibrutinib (0.125 - 32 μM), and incubated for 4 days. Cell growth was assessed by CellTiter Glo® assay. Drug synergy was calculated using R package “SynergyFinder”. Effect of drug combination on cell growth is shown in a pseudo-color scale from red (synergism) to green (antagonism). Matrixes show the mean of 3 independent experiments.

**Figure 5:**
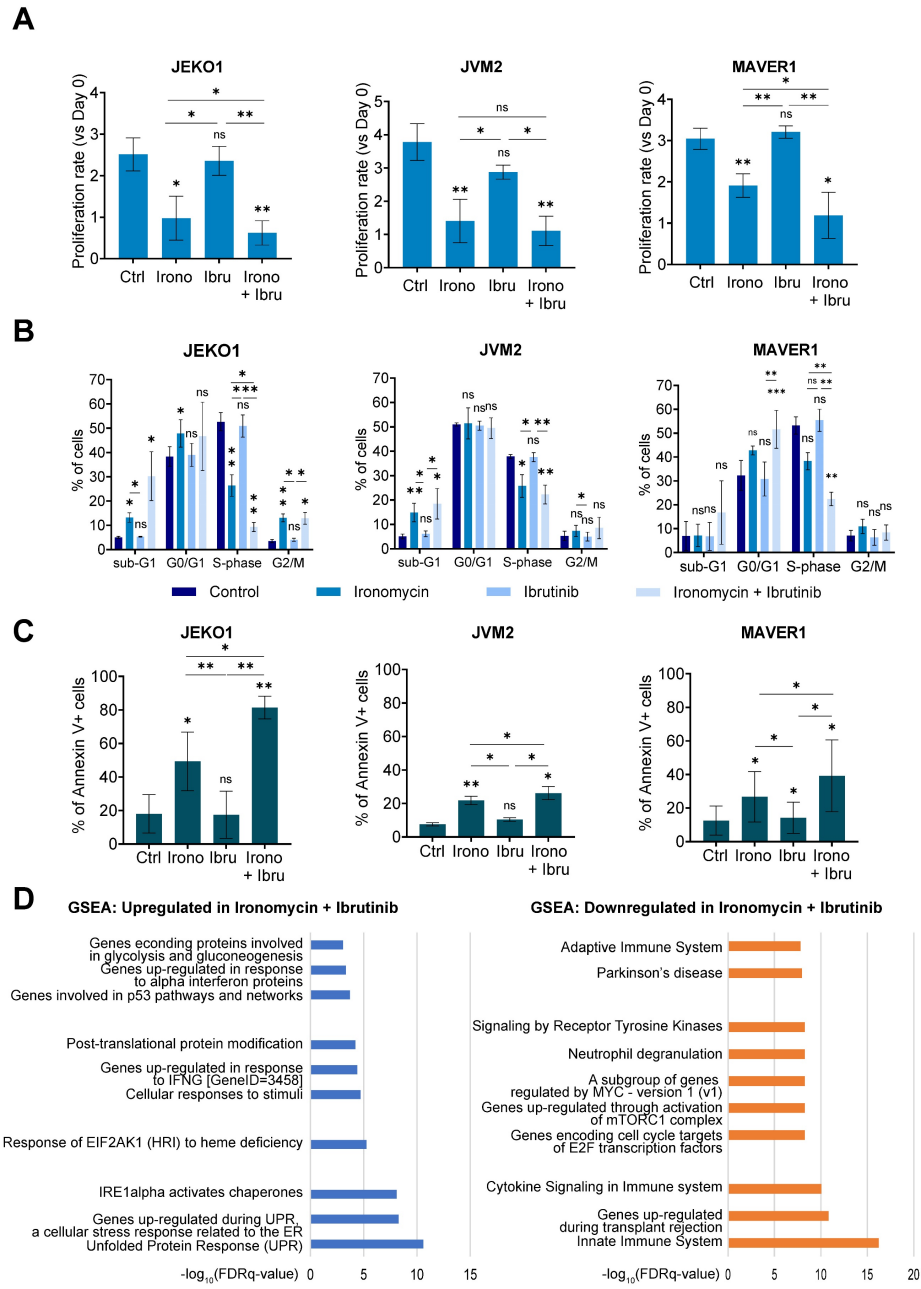
**(A)** JEKO1, JVM2 and MAVER1 cell lines were treated as indicated with ironomycin (JEKO1: 50 nM; JVM2/MAVER1: 250 nM) and ibrutinib (JEKO1: 0.5 μM; JVM2: 1.5 μM; MAVER1: 6.25 μM) for 48 h. Cells were counted at day 0 and at the end of the treatments, and the number of cells was normalized to day 0 to calculate the proliferation rate. Graphs show the mean ± SD of 3 independent experiments. **(B)** Cells were treated as in (A) and BrdU (10 μg/ml) was added during the last 1.5 h of treatment. Cells were fixed and processed to detect BrdU incorporation and total DNA. BrdU+ cells were assigned to S-phase. BrdU- cells were assigned to G0/G1 or G2/M phases based on their DNA content. Results are the mean ± SD of 3-4 independent experiments. **(C)** Cells were treated as in (A) and Annexin V was detected by flow cytometry. Graphs show the mean ± SD of 3-4 independent experiments. (A-C) Asterisks indicate a significant difference compared to control conditions after applying a Student's t-test for pairs. *: p-value < 0.05; **: p-value < 0.01; ***: p- value < 0.001; ****: p-value < 0.0001; ns: not significant. **(D)** Cells were treated as in (A). Total RNA was extracted, RNA-sequencing was performed and GSEA was applied to find upregulated and downregulated pathways in cells treated with ironomycin plus ibrutinib. FDR: false discovery rate.

**Figure 6:**
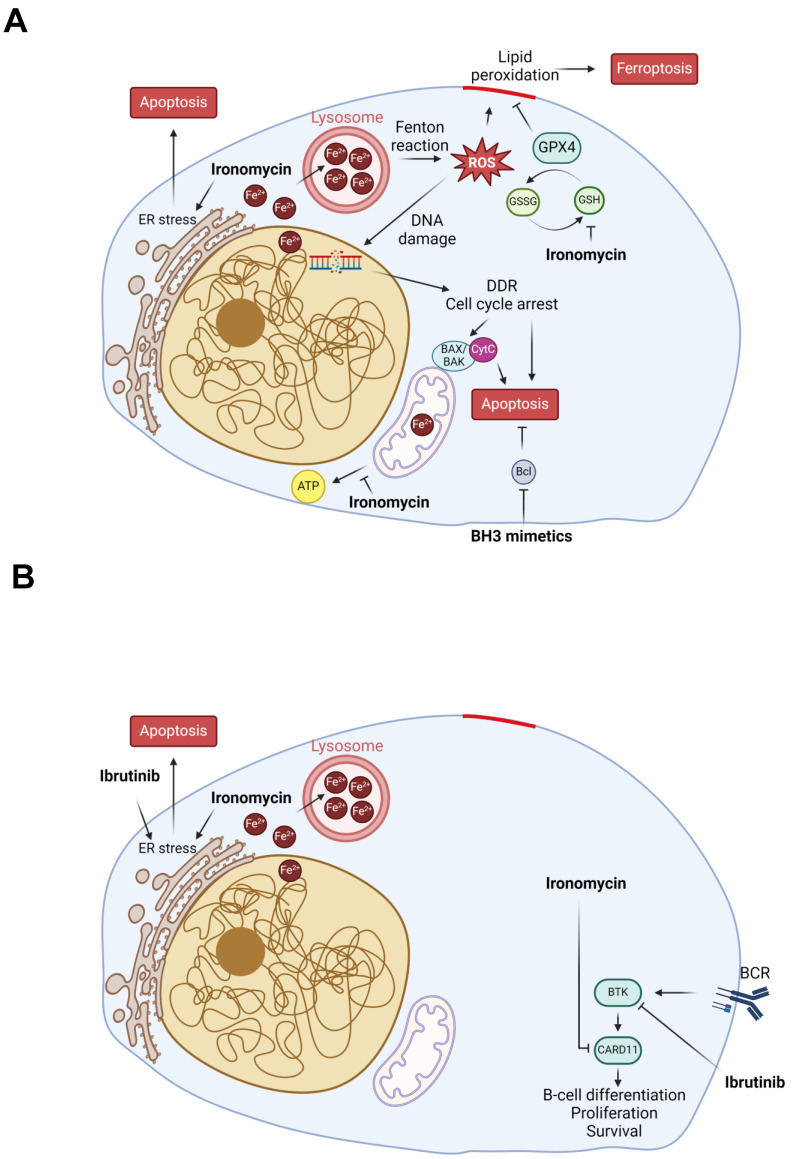
**Model of ironomycin cytotoxic effects alone and in combination with other drugs**. **(A)** Ironomycin sequesters iron in lysosomes triggering different cellular responses: (1) the production of ROS through the Fenton reaction that cause peroxidation of lipids, which require GPX4 activity to be detoxified, and DNA damage that will cause cell cycle arrest; (2) impairment of mitochondrial metabolism and ATP production; (3) ER stress characterized by the activation of UPR, notably the IRE1α signaling pathway. High levels of lipid peroxidation, DNA damage, mitochondrial activity impairment and sustained ER stress lead to ferroptosis and apoptosis. Combination of ironomycin with BH3 mimetics have a synergistic toxic effect in MCL cells. **(B)** Ironomycin downregulates BCR-signaling and synergizes with ibrutinib. Combination of both drugs further increases a sustained UPR that leads to apoptosis. Figures were created with Biorender.com.

How the deposited data were processed for this re-analysis (not part of the article)

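RNA-seq counts were analysed for 12 libraries: the MCL cell lines JEKO1, JVM2 and MAVER1, each as control, with ironomycin, with ibrutinib and with both drugs for 48 h. Each line gave 1 library per treatment, and the line is the replicate. The authors deposited raw counts of reads per Ensembl gene, with no normalization and all annotated genes listed; the paper's text does not name the aligner, the genome build or the counter, and no coordinates are given for that reason. No column was left unused (0). The table holds 63677 genes, of which 39699 were named from a table of Ensembl names and 4 from Table S4, and 23974 have no name here. Library totals ran from 35448523 to 38630809 reads.

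The counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM, filterByExpr, Benjamini-Hochberg adjustment over the 18674 genes tested), with treatment and cell line as terms and all 12 libraries in the fit. Genes were called at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size. The comparisons were each drug and the combination against control, the combination against each drug, the departure of the combination from the sum of the single changes, and the difference of the ironomycin effect between cell lines (2 coefficients, called at an adjusted p-value under 0.05). The cell line was a block because the libraries of a line come from 1 cell line: deviations from the treatment means correlated at 0.926 to 0.976 between libraries of the same line (18 pairs) and at -0.705 to -0.127 between lines (48 pairs). DESeq2 1.42.0 was an alternative; for the difference between lines it was run with a likelihood ratio test, since 2 coefficients are tested, although a Wald test had been planned.

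The design assumed that Table S4's fold changes were averages over all 3 lines. Comparison with the table showed otherwise, and models with separate treatment coefficients for JVM2 were added after that. The sheets, that for the combination against ibrutinib included, were first compared with the log2 ratios of single lines, and several models were then tried on the other sheets: all lines together, JVM2 with its own coefficients with or without a term for MAVER1, JVM2 left out, and different filters on low counts.

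Gene lists (18) were written by hand before the data were examined: unfolded protein response, ATF4 and CHOP targets, N-linked glycosylation, mTORC1 signaling, B-cell receptor signaling, interferon response, innate immune system, E2F targets and cell cycle, MYC targets, p53 targets, HIF targets, cholesterol biosynthesis, lysosome, ferroptosis, oxidative phosphorylation, mitochondrially encoded proteins, heat shock proteins, and the iron biology genes of Table S1. They are not the collections used by the paper. They were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) on voom log2 CPM, adjusted over the 18 lists within a comparison, with fry and an estimated correlation as alternatives. In single lines, list medians of log2 ratios (prior count 2) were set against 10000 random lists of matched expression.

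Genes were named by a rule fixed before the data were examined: genes the paper names for RNA-seq, transcripts of proteins or genes it measured, the 5 largest rises and 5 largest falls of each comparison among genes called, named, changed the same way in all 3 lines and with a mean of at least 1 log2 CPM, and called members of the BCR and UPR lists. SCARA3 and ABCG2 did not pass the filter on low counts, and 1 gene is not reported here.

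The tests were checked on simulated counts for the 18674 genes. At an adjusted p-value under 0.05, edgeR recovered 85 of 100 genes changed by 2 on the log2 scale and 62 of 100 changed by 1, with 14 unchanged genes called. DESeq2 recovered 81 and 61, with 24 unchanged genes called. With separate coefficients for JVM2, DESeq2 recovered 71 and 46, with 31 unchanged genes called. The test of the difference between lines recovered 66 and 18, with 8 unchanged genes called. In each of these tests, run on 1 simulation, unchanged genes were a larger share of the calls than the threshold of 0.05. Changed genes were shifted alike in every line, or in JVM2 alone for the difference between lines. The checks of the treatment tests thus do not cover genes whose response differs between lines. Camera called 10 of 10 shifted lists and 0 of 30 others; these simulated genes are independent, so the check says nothing about correlated lists.

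Alternatives were other scalings, filters, thresholds, the test tool, the cell line term, the libraries in the fit and leaving out each line. Offsets for GC content and gene length, which 96.2% of the tested genes have, were added after the data were examined. Tables were handled in Python 3.11.15 with pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Western blots, qPCR, growth and flow cytometry were not analysed here.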

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

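The test of sequencing depth was chosen after the result it bears on had been seen.

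The ironomycin effect differed between the cell lines in 1488 genes (edgeR's quasi-likelihood test on 2 coefficients, adjusted p-value under 0.05), a difference between groups that the fold changes over all lines do not show. No other way to sort the 6 pairs of libraries with and without ironomycin into 3 sets of 2 gave as many genes (1 of 15, the sorting by line included, tested with the pairs as block), where the fit with the pairs as block gave 2488 genes and the other sortings at most 145; a share under 0.05 cannot be reached in this design. The number was 2366 without JEKO1, 337 without JVM2 and 317 without MAVER1. Among the genes named by the rule, 28 of 69 differed, and in 23 of these the change was smallest in JVM2. The lowest adjusted p-values of this test were 0.000196 for XBP1, 0.00153 for CDHR3, 0.00259 for SEL1L, 0.00304 for SEC24D, 0.00307 for DERL3, 0.00391 for HID1 and 0.00415 for ERN1. FCGR2B had 0.00561, CSF1 0.00708, DNAJC3 0.00829, WIPI1 0.00884 and WFS1 0.00909. CD22 had 0.0113, DNAJB9 0.0104, INHBE 0.014, CCPG1 0.0163, HSPA5 and TFRC 0.0177 each, and DDIT3 0.0179. GRAP2 had 0.0194, NAPSB 0.0208, BAX 0.0241, EIF2AK3 0.0243, CCND1 0.0251, ADGRG1 0.0286, CRELD2 0.0329, RB1 0.0468 and MT-RNR2 0.0478. CDHR3 has few reads in JVM2, and MT-RNR2 shares reads with pseudogenes.

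Of the lists, 7 differed between lines by camera and by fry. The median difference of the ironomycin effect in JVM2 from the mean of JEKO1 and MAVER1 was negative for the unfolded protein response (-0.57), interferon response (-0.36), lysosome (-0.26) and N-linked glycosylation (-0.11), and positive for p53 targets (0.43), oxidative phosphorylation (0.40), which fell less in JVM2, and HIF targets (0.22). With the correlation estimated from the data none of the 18 lists had an adjusted p-value under 0.05 for this difference.

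The change was smaller in JVM2 for the UPR list and for most of the named genes that differed, and not for all genes. Over the libraries with and without ibrutinib, p53 targets had a median log2 fold change of 0.37 with ironomycin in JVM2 against -0.10 in JEKO1 and -0.0064 in MAVER1, and interferon response -0.28 against 0.25 and -0.09. TFRC had a log2 ratio of 1.02 in JVM2, 0.14 in JEKO1 and 0.91 in MAVER1. A lower depth does not account for the smaller changes, as the lowest total in JVM2, 38120929 reads, is not under the lowest of the other lines. Exchanged labels are argued against by the genes called from JEKO1 and MAVER1 alone: of 291 with more than 3 reads in a JVM2 library, 68.7% changed the same way in JVM2 without ibrutinib and 78.7% with it. Those genes were chosen for a large change in the other lines, so the size of their change in JVM2 is not compared. With offsets for GC content and gene length, 1279 genes still differed between lines. JVM2 and MAVER1 received the same ironomycin dose. For the smaller changes, a lower sensitivity of JVM2 to the drug stays open as a candidate explanation. The rise of p53 targets in JVM2 alone argues against it as the source of all differences. The paper states that JVM2 expresses wild type p53, and whether that bears on this rise was not tested. Each line has a single culture per treatment, so a property of the line and of that culture were not separated.

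Some lists that neither the paper's text on RNA-seq nor the terms of Figures 4A and 5D name were called by both camera and fry. The paper does discuss lysosomes, as the place where ironomycin holds iron, and cholesterol uptake through SR-B1, without RNA-seq. Cholesterol biosynthesis was higher with ironomycin (median log2 fold change 0.35) and with both drugs (0.25) and lower with ibrutinib (-0.16). Lysosome genes were higher with ironomycin (0.24) and with both drugs (0.25), and heat shock proteins were lower (-0.41 and -0.59). Only cholesterol biosynthesis with ironomycin or ibrutinib was also called with an estimated correlation. Of the 10 splits of the 6 libraries of a comparison, the split by treatment included, 3 called as many lists by camera for ironomycin, 3 for ibrutinib, 2 for both drugs against control, 5 for both drugs against ironomycin and 3 for both drugs against ibrutinib. Because the line pairs the libraries, the closer comparison is with the 4 splits that part the libraries of every line, of which 2, 1, 2, 3 and 2 called as many lists; the other 6 put both libraries of a line on the same side. With the labels of JVM2 exchanged, 15 lists were called for ironomycin against 12 with the labels as given. A share under 0.1 cannot be reached, and the number of lists called by camera does not set most treatments apart from such splits. No technical explanation was tested for cholesterol biosynthesis, lysosome genes or heat shock proteins, and no biological one.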

How the results depend on the processing

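All alternatives were set before the data were examined, except the separate treatment coefficients for JVM2, also at an adjusted p-value under 0.001, and the offsets for GC content and gene length, which were chosen after seeing the data. The cause of a change was not tested unless stated.

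For genes called, the numbers in all 12 libraries were 40 with ironomycin, 0 with ibrutinib, 1175 with both drugs, 0 and 870 for both drugs against ironomycin and against ibrutinib, 0 for the departure from the sum of the single drugs and 1488 for the difference between lines. With no replicate block, the cell line being left out of the design, 0 genes were called in every comparison of treatments, with 182, 9, 924, 16 and 794 genes at an unadjusted p-value under 0.05 for ironomycin, ibrutinib, both drugs, and both drugs against ironomycin and against ibrutinib, and 7 for the departure from the sum; the pairing by line removes the large differences between lines. With DESeq2 the numbers were 156, 11 and 22 for ironomycin, ibrutinib and both drugs against ironomycin, and without the filter on low counts 189, 10 and 24. With at least 10 counts in every library, which tests fewer genes, they fell to 14, 448 and 361 for ironomycin, both drugs, and both drugs against ibrutinib. With library totals 69 genes were called for ironomycin, 78.3% of them higher against 60.0% under TMM, and for both drugs 86.5% against 76.4%; library totals also moved the median of all genes from 0.05 to 0.18 with both drugs and from 0.05 to 0.15 for both drugs against ibrutinib. With only the libraries of the groups compared, the numbers fell to 2 for ironomycin, 5 for both drugs and 161 for both drugs against ibrutinib. They rose from 0 to 12 for ibrutinib and from 0 to 33 for both drugs against ironomycin. Such a fit leaves fewer residual degrees of freedom and takes the residual spread from those libraries alone. Because the numbers moved both ways, the fewer degrees of freedom cannot be the only source. With the pair of libraries as block, 2488 genes differed between lines. With offsets for GC content and gene length, 74.0% of the genes called for both drugs against ibrutinib were higher, against 84.0%.

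The thresholds moved the numbers by construction. At an adjusted p-value under 0.001, 1, 12 and 2 genes were called for ironomycin, both drugs, and both drugs against ibrutinib. With a fold change minimum of 1.5 on the linear scale they were 81, 2682 and 2062, and with none 109, 5268 and 4359.

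Separate coefficients for JVM2, which give the effect in JEKO1 and MAVER1, called with DESeq2 336 genes for ironomycin, 29 for ibrutinib, 63 for both drugs against ironomycin and 4 for the departure from the sum, and without the filter on low counts 344, 26, 70 and 4. At an adjusted p-value under 0.001 they called with DESeq2 178 genes for ironomycin, 13 for ibrutinib, 762 for both drugs, 25 and 548 for both drugs against ironomycin and against ibrutinib and 3 for the departure from the sum, and without the filter 175, 10, 750, 26, 545 and 3. With edgeR they called 341 for ironomycin, 1822 for both drugs, 1 for both drugs against ironomycin and 1412 for both drugs against ibrutinib.

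Leaving out each line in turn gave from 1 to 369 genes for ironomycin, from 0 to 1 for ibrutinib, 0 in each fit for the departure from the sum, from 22 to 1877 for both drugs, from 0 to 7 for both drugs against ironomycin, from 1 to 1439 for both drugs against ibrutinib, and from 317 to 2366 for the difference between lines. The highest number came without MAVER1 for ibrutinib, without JEKO1 for the difference between lines and without JVM2 for the other comparisons with calls.

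For the lists, the adjusted p-values under fry were 0.0665 for BCR signaling and 0.0879 for innate immune genes with ironomycin, and 0.165 for both of these lists for both drugs against ironomycin. Under camera with an estimated correlation they were 0.256 for UPR, BCR and innate immune genes with ironomycin, 0.272 for UPR and 0.181 for mTORC1, BCR and innate immune genes with both drugs, and for both drugs against ironomycin 0.105 for mTORC1 and 0.28 for BCR and innate immune genes. With no replicate block, the values for both drugs against ironomycin were 0.0366 for UPR and 0.0637 for innate immune genes. Members in no other list gave 6.7e-07 for mTORC1 with ironomycin, at a median of -0.21. Separate coefficients for JVM2 gave 0.00050 for UPR for both drugs against ironomycin. Over all alternatives the value for that list in that comparison ran from 0.00036 to 0.853, that for mTORC1 with ironomycin from 6.7e-07 to 0.778, and the highest for UPR with ironomycin was 0.256. Leaving out a line gave from 8.5e-06 to 0.0781 for BCR signaling with ironomycin (the highest without JEKO1), from 0.00061 to 0.0662 for innate immune genes (the highest without JEKO1) and from 0.00036 to 0.617 for UPR, both for both drugs against ironomycin; among these fits the UPR list was called only without JVM2. The medians of these 4 lists kept their direction in every alternative run, for ironomycin, for both drugs and for both drugs against ironomycin.

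Among 82 results for single genes, those alternatives that do not leave out a line gave 620 values on the same side of the thresholds, 80 weaker and 31 stronger, of which 39 and 33 weaker came from leaving out the block or using only the libraries compared. With ironomycin, 7 values changed sign, with both values within 0.1 of 0. BCL2L1 (0.016) and SCARB1 (0.048) did so under library totals, GPX4 under separate JVM2 coefficients (-0.039 and -0.045 with DESeq2, -0.028 with edgeR), and CCND2 (-0.012) and SLC39A14 (-0.0054) with the offsets. Of the 82 results, 33 were weaker without JEKO1 and 35 without MAVER1, and 0 were stronger in either fit. Without JVM2, 3 were weaker and 8 stronger. Leaving out a line moved SLC39A14 from -0.0036 to 0.13, GPX4 from -0.053 to 0.18 and SCARB1 from -0.13 to 0.11. It moved XBP1 from -0.0024 to 0.77, RETREG1 from -0.60 to 0.080 and BAX from -0.35 to 0.057. List medians in single lines moved by less than the spread between lines with a prior count of 0.5. Depth is alike in the libraries, and genes with few reads, such as the immunoglobulin genes in JVM2, are limited by their counts.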

Differences from the paper's values

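The paper reports 174 differentially expressed genes with ironomycin, against 40 here. The main fit here averages the 3 lines, while the fold changes in the paper's Table S4 are matched by effects in JEKO1 and MAVER1. Of the alternatives set before the data were examined, DESeq2 (156) and no filter on low counts (189) came within 1.5 times of the paper's number, and the others did not: 36 with DESeq2's size factors, 69 with library totals, 14 with at least 10 counts in every library, 0 without the cell line in the design, 2 with only the libraries compared, 1, 81 and 109 at the other thresholds, and 3, 369 and 1 without JEKO1, JVM2 and MAVER1. A model chosen after seeing the values, DESeq2 without the filter and with separate coefficients for JVM2, called 175 genes at an adjusted p-value under 0.001 and a log2 fold change of at least 1, and 178 with the filter. At an adjusted p-value under 0.05 the same models called 344 and 336.

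For ibrutinib the paper reports 22 genes lower and 4 higher, against 0 and 0 here. None of the alternatives set before the data were examined came within 1.5 times of the genes lower, the nearest being 9 with DESeq2 or with only the libraries compared, and for the genes higher only the fit to the libraries compared did, with 3. The same model chosen after seeing the values, DESeq2 without the filter and with separate coefficients for JVM2, called 22 lower and 4 higher; with the filter it called 25 and 4, and edgeR with that design called 0. These numbers hold at an adjusted p-value under 0.05; at the 0.001 that gave 175 for ironomycin the model called 10 genes for ibrutinib, so the paper's numbers for the drugs are reached at different thresholds.

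The paper states that ironomycin raised an mTORC signature and that it was stronger in the combination. The mTORC1 list here had a median of -0.07 with ironomycin and -0.25 with both drugs, and was lower with both drugs than with ironomycin (-0.17). Figure 5D itself shows mTORC1 among the terms lower with the combination. The paper states that the UPR signature was stronger in the combination; the UPR list here had a median of 0.07 for both drugs against ironomycin (camera, adjusted p = 0.294), with 0.095 in JEKO1, 0.21 in MAVER1 and -0.073 in JVM2, and was called without JVM2 (0.14, adjusted p = 0.00036), with separate coefficients for JVM2, a setting chosen after seeing the data (adjusted p = 0.00050), and without the cell line in the design (adjusted p = 0.0366), with a range of 0.00036 to 0.853 over all alternatives. The paper names CD22 among genes lower with the combination; here its log2 fold change was -0.72 (adjusted p = 0.102), with 0.06 in JVM2, against the paper's -1.12 in Table S4. Of the alternatives set before the data were examined, only leaving out JVM2 called it (-1.11, adjusted p = 0.0013), and the others ran from -0.11 without the cell line in the design to -0.75 with DESeq2. Separate coefficients for JVM2, chosen after seeing the values, called it with DESeq2 (-1.10, adjusted p = 7.5e-15), without the filter on low counts (-1.12, adjusted p = 9.5e-16) and with edgeR (-1.08, adjusted p = 0.00142).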

Other observations

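The tests of scaling, of genes above or below 1 log2 CPM in each line and of Table S4 were chosen after the result was seen, as were those of GC content and gene length for the mitochondrial transcripts in single lines.

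With both drugs against control, more called genes rose than fell. The excess depends on the fold change minimum: of the 1175 genes called 76.4% rose, and of the 5268 with an adjusted p-value under 0.05 and no minimum 50.4% did. It also depends on the lines: without MAVER1 36.4% of 22 genes rose, without JEKO1 56.7% of 30, and without JVM2 68.6% of 1877. With only the libraries of the groups compared in the fit, 20% of 5 called genes rose. The lowest share under DESeq2's size factors and library totals was 74.2%, and with offsets for GC content and gene length it was 68.7%, which argues against these as the whole source. Background reads in genes silent in a line would raise genes with few reads. Among genes with a mean of at least 1 log2 CPM over the libraries of each line, 67.3% of 226 called genes rose. The excess was thus not confined to genes under that level. This mean includes the libraries with both drugs, so a rise helps a gene reach the level and a fall hinders it. The share therefore cannot decide whether such reads are the source there. Background reads stay open as well among genes under that level in at least 1 line, where 78.6% of 949 called genes rose. Genes with 1 to 10 reads in the control library rose with both drugs in each line. Their medians were 0.62 in JEKO1, 0.28 in JVM2 and 0.29 in MAVER1, against 0.00052, -0.015 and -0.013 with ibrutinib. A wider transcription of silent genes after ironomycin may also give this, and no test here separates it from added background.

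The number of genes called with ironomycin, with both drugs against control and with both drugs against ibrutinib was reached by no other split of the 6 libraries (1 of 10 each, and 1 of the 4 that part the libraries of every line, the split by treatment included). With the labels of JVM2 exchanged, 6, 11 and 6 genes were called. With ibrutinib, and with both drugs against ironomycin, 10 of 10 splits gave as many genes, which decides nothing because the number was 0. At an unadjusted p-value under 0.05, the split by treatment gave 680 genes with ibrutinib. The others that part the libraries of every line gave 246, 440 and 233. For both drugs against ironomycin the numbers were 1970 against 187, 769 and 161. Splits that keep both libraries of a line on the same side gave up to 1938 and 3673. For the departure from the sum of the drugs, 4 of 4 exchanges of the ibrutinib labels within lines gave as many, again with a number of 0. At an unadjusted p-value under 0.05 the labels as given had 367 genes, and the other exchanges 182, 61 and 62. None of these designs can give a share under 0.05.

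The 13 mitochondrially encoded protein genes had a median log2 fold change of -0.44 with ironomycin and were not called (camera, adjusted p = 0.0778). They were called under library totals (-0.37, adjusted p = 0.0184), without the cell line in the design (adjusted p = 0.00171) and without MAVER1 (-0.57, adjusted p = 0.0398), and the median without JEKO1 was -0.13 (adjusted p = 0.202). With both drugs the median was -0.93, called by camera (adjusted p = 0.00112) and not by fry (adjusted p = 0.103). The median log2 ratio was -0.91 in JEKO1, -0.09 in JVM2 and -0.22 in MAVER1 with ironomycin, and -2.49, 0.02 and -0.70 with both drugs. Scaling moves all genes of a library alike, so it leaves the difference of the list median from the median of all genes as it is. In JEKO1 this difference was -0.91 with ironomycin and -2.50 with both drugs against ibrutinib, and -0.91 and -2.53 with offsets for GC content and gene length, each below all of 10000 random lists of matched expression. This argues against scaling, and against GC content or gene length as modelled by the offsets, as the whole source of the fall in JEKO1. In JVM2 and MAVER1 the differences with ironomycin were -0.086 and -0.22, at percentiles 46.9 and 17.6 of the random lists, and -0.048 and -0.29 with the offsets, at percentiles 72.7 and 5.76. With both drugs against ibrutinib they were -0.31 and -0.43, at percentiles 0.10 and 3.50, and -0.28 and -0.35 with the offsets, at percentiles 0.52 and 13.9. Because the fall was not set apart from random lists in both pairs, scaling and GC content or length stay open and cannot be told apart in JVM2 and MAVER1. A lower number of mitochondria stays open as well: the nuclear oxidative phosphorylation list fell, with a median of -0.30, but the median of the mitochondrial list is no larger than its standard deviation of 0.44 between lines.

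The fold changes in Table S4 are closer to those of JEKO1 and MAVER1 than to the average of all lines. The copy of the table read here is shortened: for the combination against ibrutinib it holds 230 genes, with 2478 left out, and for the combination against control 1998, with 1308 left out. That all sheets here, including the one for the combination against ibrutinib, lie closer to JEKO1 and MAVER1 was seen before the model was chosen; several models were then tried on the other sheets, and the sheet for the combination against ibrutinib was set beside a fitted model only afterwards. It is therefore no independent test of the idea, only of the fit. On its 230 genes, DESeq2 without the filter and with separate coefficients for JVM2 differed from the paper's log2 fold changes by a median of 4.4e-07, the same model with the filter by 0.0148, DESeq2 with 1 coefficient per treatment by 0.223, and edgeR as used here by 0.24. The paper's sheet for ironomycin, 962 genes, holds 175 with an adjusted p-value under 0.001 and a log2 fold change of at least 1, and its sheet for ibrutinib, 46 genes, holds 22 lower and 4 higher by at least 1 at its own threshold. Over all sheets with rows here, DESeq2 without the filter and with separate coefficients for JVM2 differed from the paper's fold changes by at most 2.58e-05. The paper's fold changes are thus matched by effects in JEKO1 and MAVER1, with JVM2 in terms of its own. The paper's text does not describe the model.

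The other lists, not discussed above, had these medians with ironomycin and with both drugs: ATF4 and CHOP targets 0.45 and 0.57, E2F targets and cell cycle -0.26 and -0.47, MYC targets -0.33 and -0.49, N-linked glycosylation 0.16 and 0.11, p53 targets 0.14 and 0.14, HIF targets -0.07 and -0.14, interferon response 0.02 and -0.03, oxidative phosphorylation -0.30 and -0.56, ferroptosis -0.0030 and -0.03, and the iron biology genes of Table S1 -0.05 and -0.07. Of these, ATF4 and CHOP targets and MYC targets were called by camera and fry with ironomycin and with both drugs, N-linked glycosylation with ironomycin, and E2F targets and oxidative phosphorylation with both drugs. Ferroptosis and the iron biology genes were called with both drugs by fry (adjusted p = 0.00368 and 0.00538) and not by camera (0.0967 and 0.103). FTH1 rose in every line with ironomycin (log2 fold change 0.59, standard error 0.10, adjusted p = 0.0395 from edgeR's quasi-likelihood test), below the fold change minimum.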
